# Testosterone-Dependent miR-26a-5p and let-7g-5p Act as Signaling Mediators to Regulate Sperm Apoptosis via Targeting *PTEN* and *PMAIP1*

**DOI:** 10.3390/ijms19041233

**Published:** 2018-04-18

**Authors:** Jideng Ma, Yu Fan, Jinwei Zhang, Siyuan Feng, Zihui Hu, Wanling Qiu, Keren Long, Long Jin, Qianzi Tang, Xun Wang, Qi Zhou, Yiren Gu, Weihang Xiao, Lingyan Liu, Xuewei Li, Mingzhou Li

**Keywords:** testosterone deficiency, sperm motility, apoptosis, miRNA, exosome

## Abstract

Recent evidence suggests that testosterone deficiency can dramatically decrease the quality of sperm. MicroRNAs (miRNAs) are conserved mediators of post-transcriptional gene regulation in eukaryotes. However, the systemic regulation and function of miRNAs in sperm quality decline induced by testosterone deficiency has not been investigated. Here, we found that the sperm apoptosis was significantly enhanced and the sperm motility was dramatically decreased in hemicastrated pigs. We then used small RNA sequencing to detect miRNA profiles of sperm from pigs with prepubertal hemicastration (HC) and compared them with control libraries. We identified 16 differentially expressed (DE) miRNAs between the sperm of prepubertal HC and control (CT) pigs. Functional enrichment analysis indicated that the target genes of these DE miRNAs were mainly enriched in apoptosis-related pathways including the p53, mitogen-activated protein kinase (MAPK), and mammalian target of rapamycin (mTOR) pathways. Furthermore, gain- and loss-of-function analyses demonstrated potential anti-apoptotic effects of the DE miRNAs miR-26a-5p and let-7g-5p on sperm cells. The luciferase reporter assay confirmed that *PTEN* and *PMAIP1* are targets of miR-26a-5p and let-7g-5p, respectively. Spearman’s correlation analysis revealed significantly positive correlations between the sperm and its corresponding seminal plasma exosomes regarding the miRNA expression levels. In conclusion, testosterone deficiency-induced changes in the miRNA components of seminal plasma exosomes secreted by the genital tract may partially elucidate sperm miRNAome alterations, which are further responsible for the decline of sperm motility.

## 1. Introduction

Mammalian testes have two main functions, spermatogenesis and androgen secretion. Spermatogenesis occurs in the seminiferous tubules of the postpubertal testis [1], while androgen formation and secretion take place in the interstitium of Leydig cells [2]. Testosterone is the primary and best recognized androgenic steroid hormone, which has multiple physiological effects in various target organs and plays a key role in testicular development and spermatogenesis [3]. Testosterone deficiency causes faulty development of reproductive organs and abnormal spermatogenesis and eventually leads to male reproductive disorders that are clinically termed hypogonadism [4]. Previous studies indicated that androgen receptor (AR) knockout, whether in Sertoli cells (S-AR^−/y^) [5] or total AR knockout (T-AR^−/y^) in mice [6], induces spermatogenesis arrest at the diplotene premeiotic stage, causing oligospermia and infertility. As an indispensable clinical testosterone deficiency model [7], prepubertal hemicastration can dramatically induce hypertrophy of the remaining testis through the rapid proliferation of Leydig cells and Sertoli cells [8,9]; moreover, it can decrease sperm counts and semen volume in male beagles [10], but enhances daily sperm production in the remaining testis of aged rats [11]. These results highlight the important role of testosterone in spermatogenesis and semen quality; however, the molecular mechanisms involved still remain poorly understood.

MicroRNAs (miRNAs) are non-coding RNAs ~22 nucleotides long that are derived from stem-loop precursors (pre-miRNAs) and regulate eukaryotic gene expression at the post-transcriptional level [12,13]. During the past decade, miRNAs were shown to be involved in various biological processes including development [14], cell growth [15], and differentiation [16]. Semen is a complex viscous fluid composed of spermatozoa and seminal plasma from seminiferous tubules, the epididymis, and accessory glands (including seminal vesicles, the prostate, and bulb urethral glands) [17]. Normozoospermic and asthenozoospermic men have different sperm miRNA expression profiles, suggesting that miRNAs affect sperm quality through several potential target genes [18]. miR-34c is highly expressed in mouse sperm, where it is critical for the first cleavage division [19]. Seminal plasma contains exosomes produced by the epididymis and accessory glands [20] and is characterized by high cholesterol and sphingomyelin content and a complex protein composition in humans, rats [21,22], rams [23], and boars [24]. Recent reports found that seminal exosomes in humans and mice contain small non-coding RNAs (miRNAs and tRNA-derived RNA fragments (tRFs)) with potential regulatory functions that aid fertilization and the intergenerational inheritance of an acquired metabolic disorder [25,26,27]. Thus, we hypothesized that miRNAs in sperm cells and seminal plasma exosomes play vital regulatory roles in maintaining the normal process of spermatogenesis and are responsible for testosterone deficiency-induced male reproductive disorders.

To test our hypothesis, we systematically and comprehensively compared the miRNA profiles of sperm cells between prepubertally hemicastrated Yorkshire boars (HC) and normal controls (CT). We found that differentially expressed (DE) miRNAs were mainly enriched in pathways involved in cell apoptosis, including the mammalian target of rapamycin (mTOR) and p53 signaling pathways. Furthermore, gain- and loss-of-function analyses and dual luciferase assays demonstrated that endogenous miR-26a-5p and let-7g-5p have potential anti-apoptotic and pro-survival functions in sperm cells through targeting *PTEN* and *PMAIP1* genes. Further comparisons revealed high similarities in miRNA profiles between seminal plasma exosomes and sperm cells, both in HC and CT groups. Our study revealed that miRNAs in sperm cells and seminal plasma exosomes have important functions in male reproduction, suggesting they could be used as potential treatment targets or novel diagnostic markers for male infertility.

## 2. Results and Discussion

### 2.1. Establishment of a Testosterone Deficiency Model in Yorkshire Boars

Previous research has investigated testosterone deficiency by prepubertal hemicastration in mice, rats, beagle dogs, and boars from a physiological perspective, with a particular focus on endocrine levels. To explore the comprehensive effects of testosterone deficiency on the development of the main organs, we carried out hemicastration in prepubertal Yorkshire boars (seven days old) to establish a testosterone deficiency model. At the body maturation stage (10 months old), several phenotypic indexes were assessed in HC (*n* = 15) and CT (*n* = 15) pigs. This revealed no obvious alterations in body weight or length, chest circumference, or several organ indexes between HC and CT pigs (Figure 1A–C). However, significant differences were observed with respect to reproduction, including reduced serum testosterone (1197 ± 109 versus 1458 ± 37 nmol/L, *p* < 0.01), an increased testis index (0.24 ± 0.03 versus 0.28 ± 0.03%, *p* < 0.01), and an increased size of the remaining testis (length: 16.23 ± 1.82 versus 22.36 ± 2.19 cm, *p* < 0.01; width: 14.13 ± 1.55 versus 20.45 ± 1.97 cm, *p* < 0.01) in HC compared with CT pigs (Figure 1D–F). Histomorphological analysis showed that the hypertrophy of the remaining testis in hemicastrated pigs was associated with a significantly increased diameter of the seminiferous tubules (293.06 ± 45.25 μm, *n* = 5) when compared to CT pigs (261.03 ± 51.42 μm, *n* = 5) (*p* < 0.01) and obviously increased numbers of germ and Sertoli cells within the seminiferous epithelium (Figure 1G). These results were consistent with previous reports that prepubertal hemicastration was shown to induce hypertrophy of the remaining testis through the rapid proliferation of Leydig cells and Sertoli cells [8,9] and demonstrated the successful establishment of a testosterone deficiency model in Yorkshire boars.

Subsequently, 30 semen samples were collected from HC and CT pigs (*n* = 15 per group) for routine examination. Hemicastration was found to decrease sperm density (172 ± 46 million/mL in HC versus 225 ± 43 million/mL in CT, *p* < 0.01), weaken sperm motility (57.34 ± 3.87% in HC versus 78.52 ± 1.93% in CT, *p* < 0.01), and reduce three velocity parameters, including straight line velocity (VSL; 18.6 ± 2.3 μm/s in HC versus 21.4 ± 1.7 μm/s in CT, *p* < 0.01), curvilinear velocity (VCL; 51.7 ± 6.4 μm/s in HC versus 57.2 ± 5.9 μm/s in CT, *p* < 0.05), and average path velocity (VAP; 26.8 ± 2.6 μm/s in HC versus 28.3 ± 2.9 μm/s in CT, *p* < 0.05) (Figure 1H–J). No obvious differences were observed in the amplitude of lateral head displacement (ALH) or motility parameter wobble (WOB) between the two groups (Figure 1K,L). Flow cytometry analysis indicated that hemicastration significantly reduced sperm cell viability (88.34 ± 2.77% in HC versus 96.35 ± 2.65% in CT, *p* < 0.01) and induced apoptosis, which may be responsible for the reduced sperm density and motility (Figure 1M,N). Notably, extensive studies have indicated a significant negative correlation between sperm apoptosis and motility in vivo and in vitro [28,29,30]. These results indicated that testosterone deficiency by prepubertal hemicastration expectably reduced serum testosterone levels and induced a significant increase in sperm apoptosis and a dramatic decline in the sperm motility of Yorkshire boars. Moreover, the fluorescent terminal deoxynucleotidyl transferase-mediated dUTP nick end-labeling (TUNEL) assays showed that an obvious increase of cell apoptosis also occurred in the seminiferous epithelium of the remaining testis of the hemicastrated pigs (Figure 1O). Collectively, our results suggest that prepubertal hemicastration pigs compensate for the growth and development of their major organs at the expense of the normal development and physiological function of their remaining testis.

### 2.2. Testosterone Deficiency Dramatically Changes the Sperm miRNAome

Recent research showed that miRNAs play an important role in maintaining semen quality and ensuring normal fertilization [18,19]. To systematically investigate the mechanism of the specific decline of sperm quality in hemicastrated pigs at the miRNA transcriptome level, we isolated sperm cells from HC and CT semen samples (*n* = 3 per group), then extracted and sequenced small RNA using an Illumina HiSeq platform for miRNA profiling. 

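Sperm small RNA of 3 CT and 3 HC pigs was analysed from the deposited tables, 1 per library, which list the same 206 mature miRNAs with their sequence and a value in reads per 1000000 (RPM). The pigs were 10 months old, and the HC pigs had been hemicastrated at 7 days of age. Somatic cells were lysed before RNA was extracted from the sperm. The size range taken from the gel is 15 to 35 nt in the deposited labels and 18 to 30 nt in the methods of the paper. The authors removed low-quality, repeated and adaptor sequences, mapped the rest to the Sscrofa11.1 genome and to the porcine precursors of miRBase, and expressed each miRNA as RPM, and the paper's text does not name the reads that make up the 1000000. The listed miRNAs summed to 62.2%, 35.7% and 39.1% of 1000000 RPM in CT-1, CT-2 and CT-3. In HC-1, HC-2 and HC-3 they summed to 12.1%, 16.3% and 6.24%, and the remainder belongs to reads outside the list. Read counts were not used here, and the number of reads was estimated from the smallest step between values under 5 RPM, of which 98.8% to 100% were whole multiples of that step within 5% of a step. Of the 715 values under 50 RPM, 15 lay between whole multiples, so that the step is not shown to be 1 read and the number of reads is known only up to a factor that may differ between libraries. If the step is 1 read, it came, in units of 1000000 reads, to 10.8, 8.10 and 7.84 in CT-1, CT-2 and CT-3 and to 9.35, 8.95 and 7.02 in HC-1, HC-2 and HC-3. Each miRNA was tested on log2(RPM + 1) with limma (eBayes with a mean-variance trend) and adjusted by Benjamini-Hochberg over the 206 miRNAs. A miRNA was taken as DE at the thresholds of the paper, an adjusted p of at most 0.05 and a ratio of mean RPM (HC/CT) above 2 or below 0.5. Changes are log2 fold changes of HC over CT on the log2(RPM + 1) scale, which understates the change of miRNAs with low RPM. Of the 206 miRNAs, 62 differ by at most 2 bases from another listed miRNA and may share reads with it, among them all 8 let-7 members.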

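miR-10b-5p was the most abundant miRNA in all 6 sperm libraries, with 171742 ± 93833 RPM (SD, n = 3) in CT and 36916 ± 16998 RPM (SD, n = 3) in HC sperm. miR-22-3p followed in HC sperm and had 34462 ± 9435 RPM (SD, n = 3) in CT and 17586 ± 14322 RPM (SD, n = 3) in HC sperm. At the low end, miR-20b-5p, a member of a paralog of the miR-17-92 cluster, had 2.38 ± 0.861 RPM (SD, n = 3) in CT and 0.166 ± 0.148 RPM (SD, n = 3) in HC sperm. All 206 miRNAs were listed in each library. Between 3 and 6 of them lay under 1 RPM in the CT libraries and between 15 and 37 in the HC libraries.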

We identified a total of 180 known pre-miRNAs encoding 206 mature miRNAs in six libraries (Table S1). The length distribution of identified miRNAs was consistent with the canonical size range of mammalian miRNAs [31] (Figure 2A), confirming the reliability of our small RNA-seq results.

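The 3 CT sperm libraries resembled each other more than they resembled the HC libraries on log2(RPM + 1) of the 206 miRNAs. The Euclidean distance averaged 16.9 within the groups and 31.8 between CT and HC libraries. The smallest distance between a CT and an HC library was 23.6, above the largest distance within a group of 21.2. Complete linkage put CT-1, CT-2 and CT-3 in 1 branch and HC-1, HC-2 and HC-3 in the other. After the RPM of each library had been rescaled to 1000000 over the known miRNAs, the mean distances were 18.3 within and 18.4 between the groups, and HC-1 joined CT-1 and CT-2 while CT-3 joined HC-2 and HC-3. With trimmed-mean (TMM) factors HC-2 stood alone, and with 1 minus the Spearman correlation as the distance HC-1 joined the 3 CT libraries.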

Hierarchic clustering analysis for all 206 known miRNAs showed that HC and CT pigs were perfectly clustered into two independent branches based on the sperm miRNA transcriptome, which reflected the repeatability of our experimental treatment (Figure 2B). 

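By mean RPM, the 10 most abundant miRNAs of CT and of HC sperm had 8 members in common, namely miR-10b-5p, miR-10a-5p, miR-22-3p, miR-16-1-5p, miR-92a-1-3p, miR-30d-5p, miR-191-5p and miR-28-3p. miR-26a-5p and miR-148a-3p were among the top 10 of CT sperm alone, and miR-182-5p and miR-34c-1-5p, a miRNA of meiotic and later germ cells, among those of HC sperm alone. miR-34c-1-5p ranked 11 in CT and 10 in HC sperm, with 2.07% and 2.10% of the known-miRNA RPM. By the median in place of the mean, it was in the CT list alone and miR-26a-5p in both lists. On rescaled RPM miR-34c-1-5p was in both. The top 10 by mean RPM held 79.6% of the known-miRNA RPM in CT and 79.7% in HC sperm. miR-10b-5p held 36.3% ± 10.0 (SD, n = 3) of the known-miRNA RPM in CT and 32.4% ± 9.21 (SD, n = 3) in HC (two-sided exact permutation test, p = 0.7). miR-26a-5p held 2.79% ± 0.492 (SD, n = 3) of the known-miRNA RPM in CT and 1.77% ± 0.734 (SD, n = 3) in HC (p = 0.2, exact permutation test). miR-22-3p held 8.18% ± 3.56 (SD, n = 3) of the known-miRNA RPM in CT and 14.5% ± 6.47 (SD, n = 3) in HC (p = 0.3, exact permutation test). The smallest p that 3 libraries against 3 allow is 0.1, and none of the 12 miRNAs in either list reached it.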

Ranking analysis showed that, although 80% (8/10) of the top 10 high-expressed miRNAs were shared between HC and CT sperm libraries, they had different expression levels (Figure 2C). These results demonstrated that prepubertal hemicastration markedly altered the sperm miRNA expression profile, which may further result in the disruption of sperm motility. Furthermore, 16 DE miRNAs were identified in HC versus CT sperm (defined as those exhibiting a Benjamini-corrected *p*-value ≤ 0.05 and a fold-change >2 or <0.5 in HC versus CT sperm) (Table S2). 

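The known miRNAs as a whole held a smaller part of the HC than of the CT sperm libraries. Their summed RPM was 456603 ± 143963 (SD, n = 3) in CT and 115322 ± 50509.6 (SD, n = 3) in HC sperm. Every HC library lay below every CT library, and the HC/CT ratio was 0.253 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Without miR-10b-5p the ratio was 0.275. The log2 fold change was negative for 204 of the 206 miRNAs. Positive values were found for miR-202-3p, a gonadal miRNA (0.39, adjusted p = 0.581 from limma), and for miR-423-5p (0.32, adjusted p = 0.735), the second chosen after its values were seen. Both were negative without CT-1, and miR-423-5p also without HC-2 (-0.81). Rescaling each library to 1000000 over the known miRNAs raised the median log2 fold change by 1.80 to -0.20, with 137 negative and 69 positive values. Over the 177 miRNAs also listed in seminal plasma exosomes, the rank order was close in both groups. The median Spearman's rho across these miRNAs was 0.941 between sperm libraries of the same group and 0.934 between CT and HC libraries. From the separate branches of the CT and HC libraries and the different levels of the top miRNAs, the paper concludes that hemicastration altered the sperm miRNA profile, and proposes that this may lead to the disruption of sperm motility.

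**Figure D1:**
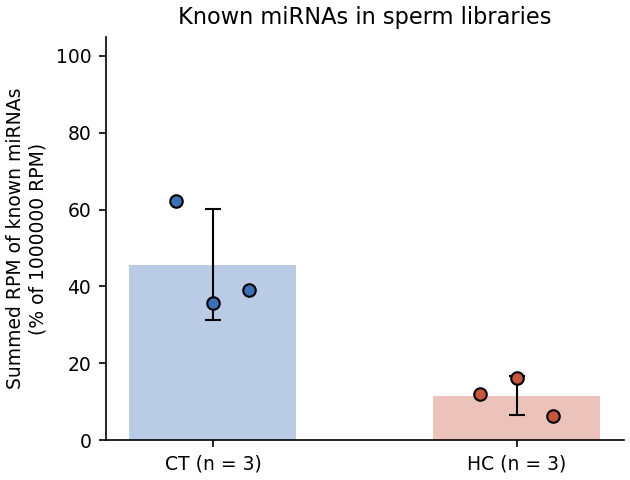
Summed RPM of the 206 known miRNAs per sperm library, as a percent of 1000000 RPM (vertical axis), in CT and HC pigs. Points are libraries, bars are means and error bars are SDs (n = 3 per group). The HC libraries lie between 6.24% and 16.3% and the CT libraries between 35.7% and 62.2%.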

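In HC sperm, 162 of the 206 miRNAs fell at both thresholds and none rose. The largest change was that of miR-451-5p, a miRNA of red blood cells, which had 325 ± 235 RPM (SD, n = 3) in CT and 23.0 ± 18.0 RPM (SD, n = 3) in HC sperm (log2 fold change -3.78, standard error 0.71, adjusted p = 0.00551 from limma). miR-374a-5p, which may share reads with its near-identical relatives, had 38.3 ± 25.9 RPM (SD, n = 3) in CT and 2.89 ± 0.951 RPM (SD, n = 3) in HC sperm (log2 fold change -3.16, adjusted p = 0.00551). The log2 fold change of miR-30e-3p was -3.03 and that of miR-18a-5p, of the miR-17-92 cluster, -3.03. All 16 miRNAs of Table S2 fell, and all 16 when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries. Among them, miR-190b-5p had a log2 fold change of -2.66 (adjusted p = 0.00670) and miR-148b-3p, which may share reads with miR-148a-3p, one of -2.60 (adjusted p = 0.00670). Their median of -2.35 lay below the -1.98 of the other miRNAs (camera adjusted p = 0.0191, adjusted p = 0.549 with an estimated correlation, and adjusted p = 0.316 after rescaling to the known-miRNA total). The CT and HC libraries did not overlap for 152 of the 206 miRNAs, where chance gives 10% for a single miRNA. The miRNAs of a library can shift together, as their summed RPM did, so that the 152 are not independent of each other. On RPM rescaled to 1000000 over the known miRNAs, limma called 0 miRNAs, with 12 at an unadjusted p under 0.05, and with TMM or median-of-ratios factors also 0, with 10 under each. On the rescaled values miR-451-5p had a log2 fold change of -1.80 and miR-374a-5p one of -1.48, and on the deposited RPM an unmoderated unpaired test with adjustment called 65 miRNAs, one paired by replicate number 0 (55 at an unadjusted p under 0.05), and without HC-3 the limma count was 89.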

Subsequently, we used DIANA online software [32] for functional annotation of the sperm DE miRNAs. This revealed that the target genes of the DE miRNAs were mainly associated with the hypoxia-inducible factor-1 (HIF-1) signaling pathway, the cell cycle, and pathways involved in cell apoptosis, including the mTOR and p53 signaling pathways (Figure 2D). Notably, more than half of the sperm DE miRNAs (12/16, 75%) were enriched in the p53 signaling pathway; these DE miRNAs directly target important mRNA transcripts that coordinate apoptosis and cell survival. Additionally, among the 16 DE miRNAs, we detected two miRNA families (miR-30 and let-7 families) and one miRNA cluster (miR-183 cluster) whose members exhibited highly similar downregulated expression patterns in HC versus CT sperm (Figure 2E). These results indicated the potentially similar effects of these miRNAs on sperm quality and male fertility. 

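All 8 measured members of the let-7 family fell in HC sperm, as did all 5 of the miR-30 family and all 3 of the miR-183 cluster, although after rescaling to the known-miRNA total no member was DE and let-7e-5p (0.084), miR-30d-5p (0.23), miR-30e-5p (0.061) and miR-182-5p (0.32) had positive log2 fold changes, as did miR-30b-5p (0.016) with TMM factors. The counts were the same when adjusted over each list alone. In the let-7 family, miR-98-5p had 152 ± 54.7 RPM (SD, n = 3) in CT and 15.3 ± 12.1 RPM (SD, n = 3) in HC sperm (log2 fold change -3.42, adjusted p = 0.00551 from limma), let-7c-5p a log2 fold change of -2.70 and let-7i-5p one of -2.67, and members may share reads. In the miR-30 family, miR-30c-5p had 858 ± 218 RPM (SD, n = 3) in CT and 154 ± 42.2 RPM (SD, n = 3) in HC sperm (log2 fold change -2.47, adjusted p = 0.00670) and miR-30b-5p a log2 fold change of -2.15. The miR-183 cluster lies on chromosome 18 of Sscrofa11.1, with miR-183-5p at 18982274 to 18982296, miR-96-5p at 18982516 to 18982538 and miR-182-5p at 18986840 to 18986863. miR-182-5p had 8383 ± 3322 RPM (SD, n = 3) in CT and 2393 ± 319.8 RPM (SD, n = 3) in HC sperm (log2 fold change -1.73, adjusted p = 0.0205). The log2 fold change of miR-183-5p was -2.38 and that of miR-96-5p -2.03. The median log2 fold change was -2.65 for let-7, -2.15 for miR-30 and -2.03 for the miR-183 cluster, and camera set none of the 3 apart from the other miRNAs (adjusted p = 0.0911, 0.520 and 0.635). After rescaling to the known-miRNA total the medians were -0.60, -0.10 and -0.27. Of these 16 members, 13, 15 and 11 stayed DE without CT-1, CT-2 and CT-3 and 13, 16 and 10 without HC-1, HC-2 and HC-3. The 7 that were lost in at least 1 of these fits, with an adjusted p of 0.0528 to 0.129, were let-7d-5p, let-7e-5p, let-7f-2-5p, miR-30a-5p, miR-30d-5p, miR-30e-5p and miR-182-5p, and let-7e-5p was also lost with the replicate number as a block (adjusted p = 0.0526).

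**Figure D2:**
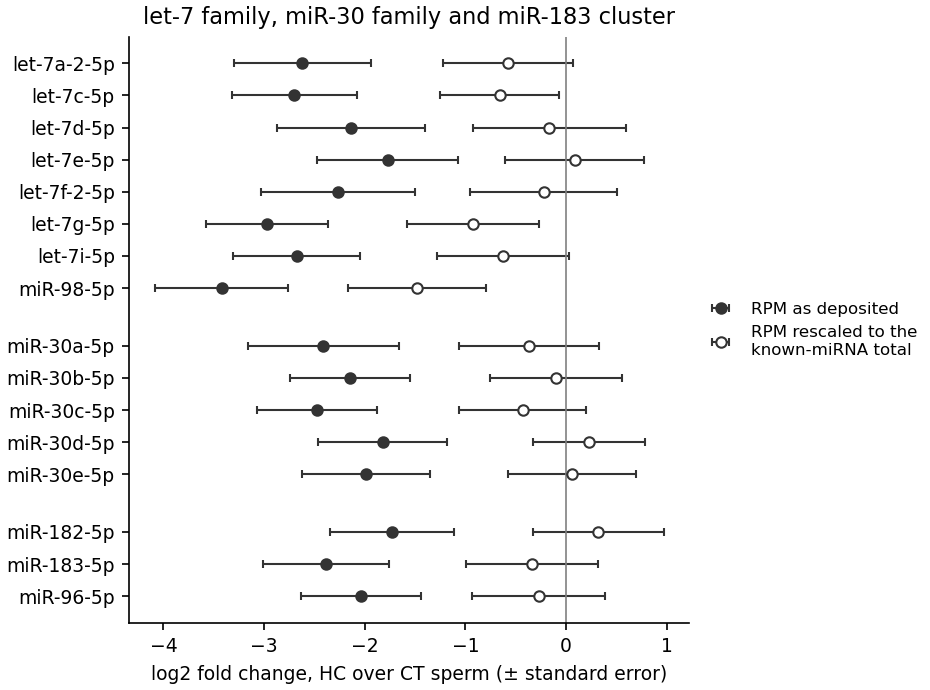
Log2 fold change of HC over CT sperm (horizontal axis) with its standard error for each measured member of the let-7 family, the miR-30 family and the miR-183 cluster. Filled points are from the RPM as deposited and lie below 0 for all members, and open points are from RPM rescaled to the known-miRNA total, where let-7e-5p, miR-30d-5p, miR-30e-5p and miR-182-5p lie above 0.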

Although the members of the let-7 miRNA family have been recognized as efficient tumor suppressors [33,34], they also exhibited fertility-related functions in recent studies, such as the upregulation of let-7 members in porcine sperm with abnormal morphology and motility [35] and the similarly high abundance of let-7 members in the ovaries and testes of *Portunus trituberculatus*, indicating their essential roles in gonadal development and function [36]. Moreover, deregulated sperm miR-182 was reported to mediate the paternal heredity of diet-induced obesity and metabolic disorders in mice [37]. Taken together, these results suggest that these sperm DE miRNAs play a vital function in sperm survival and maintaining sperm quality.

### 2.3. Overexpression of miR-26a-5p and let-7g-5p Improves Sperm Quality

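In HC sperm, miR-26a-5p and let-7g-5p fell 6.42-fold and 7.77-fold. miR-26a-5p, encoded in an intron of CTDSP2 on the minus strand of chromosome 5 of Sscrofa11.1 (23112793 to 23112814), had 12425 ± 2796 RPM (SD, n = 3) in CT and 1937 ± 987 RPM (SD, n = 3) in HC sperm. This is a log2 fold change of -2.78 (standard error 0.63, adjusted p = 0.00659 from limma). let-7g-5p, encoded in an intron of WDR82 on the minus strand of chromosome 13 (34406195 to 34406216), had 1292 ± 376 RPM (SD, n = 3) in CT and 166 ± 58.7 RPM (SD, n = 3) in HC sperm. Its log2 fold change was -2.97 (standard error 0.60, adjusted p = 0.00551 from limma), and it may share reads with other let-7 members. For both miRNAs every HC library lay below every CT library, and both stayed DE in limma whichever library was left out, but not in an unmoderated test paired by replicate number (adjusted p = 0.114 for both). After rescaling to the known-miRNA total the log2 fold changes were -0.73 (unadjusted p = 0.221 from limma) and -0.93 (unadjusted p = 0.174), and neither was DE.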

To further investigate the biological effects of DE sperm miRNAs on sperm quality, we selected miR-26a-5p and let-7g-5p, which were significantly downregulated in HC sperm cells and predicted to participate in apoptosis, for functional verification. Previous studies showed that miR-26a-5p protects RGC-5 cells against H_2_O_2_-induced apoptosis [38], while let-7g-5p inhibits oxidized low-density lipoprotein (ox-LDL)-induced apoptosis in endothelial cells by targeting caspase-3 [39]. Gain- and loss-of-function assays were performed by transfection of the miRNA mimic (or mimic control), or inhibitor (or inhibitor control) in freshly collected semen samples. qRT-PCR results confirmed the effective overexpression and downregulation of miR-26a-5p in sperm transfected with the miRNA mimic and inhibitor, respectively (*p* < 0.01) (Figure 3A). Phenotypic parameters of sperm evaluated 8 h after transfection showed that miR-26a-5p significantly improved sperm quality, by augmenting VCL (*p* < 0.01), VSL (*p* < 0.05), and VAP (*p* < 0.05) (Figure 3B) and enhancing sperm motility (*p* < 0.05) (Figure 3C). No significant changes were observed in ALH, sperm density, WOB, linearity (LIN), or straightness (STR) (Figure 3D–G). Moreover, overexpression of miR-26a-5p significantly reduced the expression of its predicted target gene *PTEN* and two other apoptosis marker genes (*caspase-3* and *p53*); whereas, it enhanced expression of the anti-apoptotic gene *Bcl-2* (*p* < 0.01) (Figure 3H). Similarly, the overexpression of let-7g-5p reduced sperm apoptosis and improved sperm motility (Figure S1A–H). These results highlighted the crucial role of miR-26a-5p and let-7g-5p in inhibiting sperm apoptosis and improving sperm motility.

### 2.4. PTEN and PMAIP1 Are Targets of miR-26a-5p and let-7g-5p, Respectively

To explore the mechanism by which miR-26a-5p and let-7g-5p significantly improved the reduction of sperm quality, we used TargetScan [40] and RNAhybrid [41] analyses to predict *PTEN* and *PMAIP1* as potential targets of miR-26a-5p and let-7i-5p. In the above gain- and loss-of-function assays, we found that both *PTEN* and *PMAIP1* mRNA levels were significantly reduced when miR-26a-5p or let-7g-5p were overexpressed in sperm (Figure 3H and Figure S1D).

We next performed a dual luciferase assay to demonstrate the relationships between candidate miRNAs and their potential target genes. The dual luciferase recombinant plasmid (pmirGLO-mRNA) constructed for *PTEN* and *PMAIP1* and mRNA and miRNA binding sites are shown in Figure 4A. Recombinant plasmid (with wild-type (Wt) or mutant (Mut) *PTEN* 3′-untranslated regions (UTR)) was co-transfected with a miR-26a-5p mimic into PK15 cells and the luciferase activity assay was performed 48 h after transfection. The upregulation of miR-26a-5p significantly repressed luciferase activity of the *PTEN* 3′-UTR reporter (0.82-fold change, *p* = 0.005; Figure 4B), whereas this repression was markedly abolished when the miR-26a-5p binding site in *PTEN* was mutated. The co-transfection of Wt or Mut *PMAIP1* 5′-UTR and let-7g-5p mimics into PK15 cells showed that let-7g-5p weakened the luciferase activity of the Wt *PMAIP1* 5′-UTR reporter (0.595-fold change, *p* < 0.001; Figure 4C). These results suggested that *PTEN* and *PMAIP1* are the respective target genes of miR-26a-5p and let-7g-5p. MiR-26a-5p appears to directly target *PTEN* and inhibit sperm apoptosis, while let-7g-5p reduced sperm apoptosis by targeting *PMAIP1*, then enhanced sperm motility and improved sperm quality. Our results also revealed that let-7g-5p binds *PMAIP1* 5′-UTR and exerts an inhibitor function. This is in keeping with previous reports that target mRNAs can be repressed as efficiently by miRNA binding sites in the 5′-UTR as in the 3′-UTR [42,43].

PTEN (also known as MMAC-1) is a multifunctional phosphatase whose lipid phosphatase activity induces apoptosis and cell cycle arrest through phosphoinositol-3-kinase/Akt-dependent pathway [44]. Recent studies have shown that PTEN can also exert its pro-apoptotic function through a mitochondria-dependent pathway [45,46,47], in which the PTEN–Bax complex was translocated from the cytosol to the mitochondria, triggering the dysfunction of mitochondrial membrane and downstream apoptotic processes, including the release of several pro-apoptotic factors (e.g., cytochrome c and ROS) and the activation of caspases (Caspase-3 and 9). PMAIP1, phorbol-12-myristate-13-acetate-induced protein 1 (also known as Noxa), is another pro-apoptotic factor [48]. It is a BH3-containing mitochondrial protein that is induced by p53 and contributes to p53-induced apoptosis by disrupting mitochondrial outer membrane integrity [49]. These indicate that both PTEN and PMAIP1 are implicated in the dysfunction of mitochondria and subsequent cell apoptosis, which will further affect the energy (ATP) production and sperm motility. Collectively, miR-26a-5p and let-7g-5p may indeed affect the sperm apoptosis and motility by targeting *PTEN* and *PMAIP1*, respectively.

### 2.5. Significant Correlation between Sperm and Seminal Plasma Exosomes Regarding miRNA Expression

Exosomes are nano-sized vesicles secreted by various cell types. They function as intercellular signaling agents by transferring their contents, which include miRNAs, mRNAs, lncRNAs, proteins, and lipids [50]. Previous reports have suggested that seminal plasma contains nano-sized vesicles such as prostasomes and epididymosomes. To explore the miRNA expression pattern between sperm and corresponding seminal plasma exosomes, we isolated exosomes from seminal plasma by ultracentrifugation and used atomic force microscopy to investigate them at the nanometer scale. 

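Small RNA of seminal plasma exosomes was sequenced for 3 CT and 2 HC pigs, and each library is deposited as a table of the same 209 mature miRNAs with values in RPM, made by the authors as for sperm. The exosomes came from seminal plasma that had been cleared of debris, filtered and ultracentrifuged. In CT-1, CT-2 and CT-3 the listed miRNAs summed to 79.8%, 84.4% and 94.0% of 1000000 RPM, and in HC-1 and HC-2 to 36.1% and 16.4%. The reads estimated from the RPM steps, under the same assumption of 1 read per step and in units of 1000000, were 10.2, 9.50 and 10.6 for the CT libraries and 7.36 and 7.52 for the HC libraries. The miRNAs were tested as in sperm, with adjustment over the 209. With 3 libraries against 2, a two-sided exact permutation test of a single value cannot give a p under 0.1. A fit that leaves out 1 HC library keeps the other alone in its group, where it is assumed to vary like the CT libraries.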

The results indicate that porcine seminal plasma contains a large number of membranous vesicles with an approximate width of 110 nm and a height of 12 nm (Figure 5A), which exhibited a canonical morphological feature consisting of the exosomes derived from other bodily fluids (i.e., saliva and urine) and cell culture fluid [51,52,53]. Western blot analysis showed that the exosome-specific markers CD63 and TSG101 were specifically enriched, while the cellular specific marker tubulin was absent in the seminal plasma exosome-like vesicles, when compared to sperm cell lysates (Figure 5B). This result further confirmed the real identity of exosomes isolated from porcine seminal plasma. Moreover, the sperm-specific marker *PRM-1/2* was shown by qRT-PCR to be highly expressed in sperm cells compared with seminal plasma exosomes (Figure 5C). These results demonstrate the presence of exosomes in seminal plasma, in keeping with the characteristics of typical exosomes listed by the International Society for Extracellular Vesicles [54]. 

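In seminal plasma exosomes, the known miRNAs held 86.1% ± 7.26 (SD, n = 3) of 1000000 RPM in CT and 26.2% ± 13.9 (SD, n = 2) in HC pigs. The HC/CT ratio of the summed RPM was 0.305, and both HC libraries lay below every CT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 2 allow). Without miR-10b-5p, the most abundant miRNA, the ratio was 0.278, and without HC-1, the higher of the HC libraries, it was 0.191. The log2 fold change was negative for 202 of the 209 miRNAs, with a median of -1.84. Rescaling to the known-miRNA total moved the median to -0.27, a shift of 1.57, with 134 negative and 75 positive values, and TMM factors moved it to 0.066. The 10 most abundant miRNAs of CT and of HC exosomes were the same, among them miR-10b-5p, which held 40.9% ± 8.75 (SD, n = 3) of the known-miRNA RPM in CT and 45.7% ± 2.70 (SD, n = 2) in HC, and miR-10a-5p, which held 22.9% ± 1.40 (SD, n = 3) of the known-miRNA RPM in CT and 23.7% ± 2.03 (SD, n = 2) in HC. On log2(RPM + 1) the Euclidean distance averaged 15.9 within the groups and 30.4 between CT and HC exosomes, and complete linkage put the CT and the HC libraries in separate branches, also on the rescaled values (means 15.4 and 18.1).

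**Figure D3:**
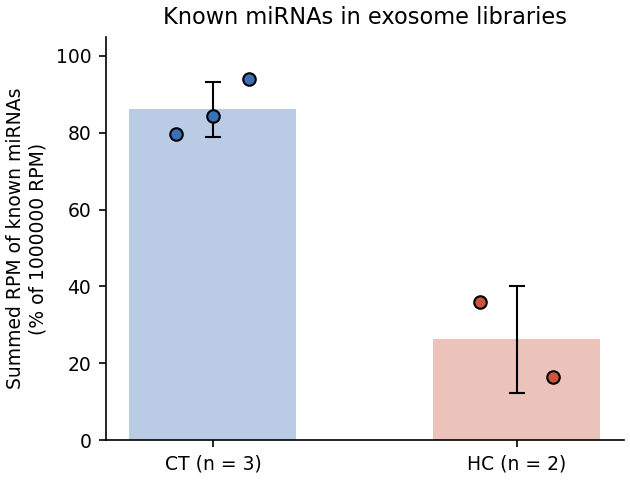
Summed RPM of the 209 known miRNAs per exosome library, as a percent of 1000000 RPM (vertical axis), in CT and HC pigs. Points are libraries, bars are means and error bars are SDs (n = 3 CT and 2 HC). The CT libraries lie between 79.8% and 94.0% and the HC libraries at 16.4% and 36.1%.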

Subsequent small RNA-seq using total RNA isolated from seminal plasma exosomes revealed extremely similar changes in the miRNA transcriptome of seminal plasma exosomes between CT and HC groups compared with sperm (Figure 5D, Table S3).

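Across the 177 miRNAs listed in both materials, those abundant in sperm were also abundant in exosomes. miR-10b-5p ranked first in both materials and both groups. miR-451-5p departed from this order, with a mean of 325 RPM in sperm and 2.81 RPM in exosomes of CT pigs. Spearman's rho of mean RPM was 0.677 in CT pigs (permutation p = 1e-05, the smallest that 100000 permutations can give), and Pearson's r of log2 mean RPM was 0.748 (permutation p = 1e-05). In HC pigs rho was 0.655 (permutation p = 1e-05), and Pearson's r, taken on the mean of log2(RPM + 1) because 1 mean is 0, was 0.730. After Benjamini-Hochberg adjustment over the pair of rank correlations both p stay at 1e-05. These correlations run across miRNAs, which are not independent replicates. CT sperm against HC exosomes gave a rho of 0.638 and HC sperm against CT exosomes one of 0.665.

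**Figure D4:**
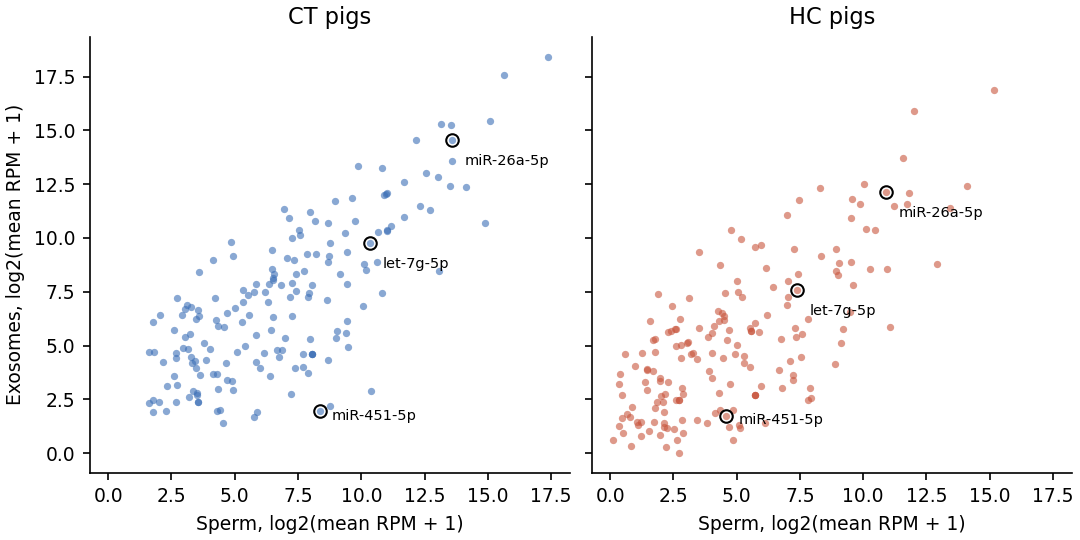
Mean RPM in sperm (horizontal axis) against mean RPM in exosomes (vertical axis), both as log2(mean RPM + 1), for the 177 miRNAs listed in both, in CT pigs (left) and HC pigs (right). Each point is a miRNA, circles mark miR-26a-5p, let-7g-5p and miR-451-5p, and rho is 0.677 in CT and 0.655 in HC pigs.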

We further analyzed the Spearman’s correlation of the miRNA expression profile between sperm and corresponding seminal plasma exosomes, which was found to be significantly positive (CT: *r* = 0.733, *p* < 0.01; HC: *r* = 0.719, *p* < 0.01) (Figure 5E). Furthermore, 20 DE miRNAs were identified in seminal plasma exosomes between CT and HC groups (Table S4), of which five (including miR-26a-5p and let-7g-5p) overlapped between sperm and seminal plasma exosomes in HC versus CT pigs (Figure 5F). 

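In HC exosomes, 130 of the 209 miRNAs fell at both thresholds and none rose. The largest changes among them were those of miR-29a-3p (-3.73 on the log2 scale), of miR-429-3p, an epithelial miRNA, and of miR-107-3p (-3.59). miR-429-3p had 1962 ± 638 RPM (SD, n = 3) in CT and 149 ± 54.8 RPM (SD, n = 2) in HC exosomes (log2 fold change -3.70, standard error 0.73, adjusted p = 4.03e-05 from limma). miR-22-3p had 44707 ± 17972 RPM (SD, n = 3) in CT and 5501 ± 4067 RPM (SD, n = 2) in HC exosomes (log2 fold change -3.17, adjusted p = 4.03e-05). miR-26a-5p had 23926 ± 8991 RPM (SD, n = 3) in CT and 4454 ± 1865 RPM (SD, n = 2) in HC exosomes (log2 fold change -2.42, standard error 0.65, adjusted p = 0.00121). let-7g-5p had 876 ± 326 RPM (SD, n = 3) in CT and 188 ± 116 RPM (SD, n = 2) in HC exosomes (log2 fold change -2.29, adjusted p = 0.00561), and was not DE without HC-2 (-1.62, adjusted p = 0.0990). miR-29a-3p, miR-107-3p and let-7g-5p may share reads with near-identical miRNAs. Of the 20 miRNAs of Table S4, chosen by the study on these libraries and so not independent evidence, 18 fell, 18 also when adjusted over the list alone, and their median of -2.51 lay below the -1.79 of the other miRNAs (camera adjusted p = 0.00388, adjusted p = 0.959 with an estimated correlation, and adjusted p = 0.0933 after rescaling to the known-miRNA total). The other 2, miR-182-5p (-1.32, adjusted p = 0.0788) and miR-125a-5p (-1.27, adjusted p = 0.106), did not pass, and after that rescaling their log2 fold changes were 0.50 and 0.55. In the families fixed as lists, 5 of 8 let-7 members, 4 of 5 miR-30 members and 2 of 3 members of the miR-183 cluster fell, with the same counts when adjusted over each list alone, although after rescaling to the known-miRNA total the let-7 median was 0.15 and the DE members let-7d-5p (0.054), let-7f-2-5p (0.24) and miR-30d-5p (0.25) had positive log2 fold changes, and of these 11 members 5 stayed DE without HC-2 and 8 without each single CT library. Camera set none of the 3 apart from the other miRNAs (adjusted p = 0.743, 0.624 and 0.759). Among the 177 miRNAs listed in both materials, 140 fell in sperm and 115 in exosomes, and 103 fell in both, where independent lists would share 91.0. On rescaled RPM the only DE miRNA in exosomes was miR-133a-3p, which was higher in HC, with TMM or median-of-ratios factors 3 were higher (miR-133a-3p, miR-143-3p and miR-486-1-3p), and 0 were shared with sperm under any of these scalings, under which limma called 0 miRNAs in sperm. With an unmoderated unpaired test in place of limma's moderated one, 1 miRNA (let-7i-5p) was DE after adjustment and 95 without it, and at the same log2 fold changes miR-429-3p (adjusted p = 0.0761), miR-22-3p (0.0923), miR-26a-5p (0.0844) and let-7g-5p (0.0977) were not DE after adjustment, which left 1 shared with sperm. The exosome count was 49 without HC-2, 77 without CT-3 and 84 without CT-1, and the shared count was 45 without exosome HC-2, 67 without sperm HC-3 and 68 without exosome CT-3.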

Interestingly, Spearman’s correlation coefficients of expression levels for overlapping DE miRNAs in CT and HC pigs were 0.994 and 0.894, respectively, which further emphasizes the close relationship between miRNAomes of sperm and seminal plasma exosomes and implies that testosterone deficiency may trigger fluctuations of this pattern. 

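The 5 miRNAs common to Tables S2 and S4 are miR-26a-5p, miR-182-5p, let-7i-5p, miR-30b-5p and let-7g-5p. In CT pigs they had this order of abundance in both sperm and exosomes. let-7i-5p had 3317 ± 1497 RPM (SD, n = 3) in CT sperm and 1982 ± 99.7 RPM (SD, n = 3) in CT exosomes, and miR-30b-5p had 2315 ± 722 and 1504 ± 456 RPM. In HC pigs miR-182-5p stood above miR-26a-5p in sperm and below it in exosomes, where it had 2898 ± 713 RPM (SD, n = 2). In exosomes let-7i-5p had a log2 fold change of -2.13 (adjusted p = 0.00831 from limma) and miR-30b-5p one of -2.40 (adjusted p = 0.00397), which was -1.65 (adjusted p = 0.0880) without HC-2. With TMM factors the exosome change of let-7i-5p was 0.044. Spearman's rho over the 5 miRNAs was 1 in CT (exact permutation p = 0.0167) and 0.9 in HC pigs (exact permutation p = 0.0833). Pearson's r of log2 mean RPM was 0.976 in CT (exact permutation p = 0.00833) and 0.954 in HC pigs (exact permutation p = 0.025). From the correlations within CT and HC pigs, the paper concludes that the miRNA profiles of sperm and exosomes are closely related, and proposes that testosterone deficiency may trigger fluctuations of this pattern.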

Prostasomes, one component of seminal plasma exosomes, are membrane-bound nanovesicles produced by acinar epithelial cells of the prostate gland. They are thought to play an important role in intercellular communication by transferring not only membrane components but also genetic material [55]. Recent studies suggested that prostasomes contain various bioactive molecules that improve semen quality [56,57] and enhance the fertilizing ability of spermatozoa in humans and boar [55,58]. Similar to prostasomes, epididymosomes are secreted by epididymal epithelial cells in an apocrine manner and play a major role in post-testicular sperm maturation by transferring proteins that are crucial for sperm to acquire fertilizing ability [59,60]. Furthermore, epididymosomes function as intercellular signaling mediators throughout the bovine epididymis by releasing distinct miRNA repertoires into the intraluminal fluid [61]. 

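For miR-26a-5p the log2 fold change of HC over CT in sperm minus that in exosomes was -0.36 (standard error 0.87), and for let-7g-5p it was -0.67 (standard error 0.93). The largest difference between the materials was that of miR-451-5p (-3.59, standard error 0.94, adjusted p = 0.202 from limma), and that of miR-18a-5p had the next smallest p (-2.14, adjusted p = 0.981). In a limma fit of all 11 libraries with an interaction term, 0 of the 177 miRNAs listed in both materials changed differently in sperm and exosomes at an adjusted p of at most 0.05, and 2, miR-451-5p and miR-18a-5p, had an unadjusted p under 0.05. With a pseudocount of 10 in place of 1, miR-451-5p, miR-18a-5p and miR-374a-3p passed, and without sperm HC-2 miR-451-5p passed (adjusted p = 0.0150). However, miR-451-5p had a mean under 10 RPM in CT exosomes, where a pseudocount of 10 draws any change toward 0. At a mean RPM of at least 10 in both materials, which leaves miR-451-5p out, 115 miRNAs were tested and 0 passed.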

In this study, we found that prepubertal hemicastration induced expression pattern changes of sperm and seminal plasma exosome miRNAs in adult pigs and that their miRNAomes were significantly correlated. Taken together with previous research, it is reasonable to speculate that testosterone deficiencies induce changes in the miRNA components of seminal plasma exosomes secreted by the genital tract, which in turn transfer these changes to sperm cells. These appear to partially underlie the sperm miRNAome changes, which are responsible for the decline of sperm motility in hemicastrated pigs.

### 2.6. Validation of Small RNA-Seq Results Using Real-Time PCR

For validation purposes, we performed qRT-PCR for the expression of five overlapping DE miRNAs in CT and HC groups. The expression changes of miRNAs detected via qRT-PCR correlated with those in the small RNA-seq data (Spearman’s *r* = 0.939, *p* = 5.48 × 10^−5^), which highlighted the reliability of the small RNA-seq approach (Figure 5G).

## 3. Materials and Methods

### 3.1. Animal Materials and Experimental Treatments

The experimental procedures used in this study were approved by the Institutional Animal Care and Use Committee of Sichuan Agricultural University (Approval Number DKY-S20153307, 15 November 2015). A total of 30 Yorkshire boars from 15 pairs of full siblings were used in this study. At the age of seven days, one pig from each pair was randomly selected to be hemicastrated (HC) under anesthesia and another one remained intact as a normal control (CT). All boars in the hemicastration group (HC) were subjected to unilateral orchiectomy via a midline scrotal incision to remove the unilateral (left) testis, as described in a previous study [62]. Moreover, sham surgery was performed in the control group (CT) at the same time. All boars were weaned at the age of 25 days and transferred to a nursery and fed in the same pen. At the age of 60 days, each boar in the HC and CT groups was fed in an independent pen and all boars were fed a diet of the same nutritional level throughout this study until slaughter (at 10 months old) [63].

### 3.2. Measurement of Phenotypic Indexes

The phenotypic indexes (the body weight and circumference length) of all experimental boars were measured before slaughter and the weight of their main organs (i.e., heart, liver, spleen, lung, kidney, and right testis) was measured immediately after slaughter and further used for the calculation of organ indexes (organ index = organ weight/body weight × 100%).

### 3.3. Histomorphological Analysis

The right testis was taken immediately after death from each of the sacrificed pigs and cut in half along with the longitudinal axis using a sterile operating knife. Then one block sample (10 × 10 × 10 mm; ~1 g) of parenchymal tissue from the central portion was excised for immediate formalin fixation (10% buffered formalin solution) and was then paraffin-embedded for structural evaluation. Three micrometer thick skin sections were obtained at 150 μm intervals and were stained with hematoxylin-eosin. The mean diameter of a seminiferous tubule was calculated as the geometric average of the maximum and minimum diameter and 50 seminiferous tubules were measured for each sample in 10 randomly selected fields.

### 3.4. TUNEL Staining

The formalin-fixed, paraffin-embedded sections of testis from CT and HC pigs were analyzed using the Dead End^TM^ Fluorometric TUNEL System (Promega, Madison, WI, USA). The assay was done according to the manufacturer’s protocol. The fluorescein isothiocyanate (FITC) filter was used to find apoptotic cells, which showed up in green under a fluorescent microscope.

### 3.5. Isolation of Sperm and Seminal Plasma Exosome from the Fresh Semen

The ejaculates from each boar were collected using a manual collection method before slaughter [64] and only the spermatozoa-rich fractions of the ejaculates were collected and used in subsequent assays. Fresh semen was pre-diluted 1:1 with Beltsville Thawing Solution (BTS) and shipped on gel packs at about 17 °C to the laboratory. Diluted semen was placed in 50-mL Falcon tubes and centrifuged at 1000× *g* for 20 min at 4 °C to separate sperm and seminal plasma. Sperm pellets were washed twice using BTS at 1000× *g* for 20 min at 4 °C and incubated in somatic cell lysis buffer (0.1% SDS, 0.5% Triton X-100) on ice for 40 min to remove somatic cells. Next, the sperm was pelleted by centrifugation at 600× *g* for 5 min and then immediately put into liquid nitrogen until use. Seminal plasma exosomes were isolated by ultra-centrifugation and filtration according to a previously described method with some modifications [65]. Briefly, the seminal plasma was centrifuged at 16,000× *g* for 1 h at 4 °C to remove cell debris; next, the supernatant was successively filtered using 0.45 μm and 0.22 μm filters and then centrifuged at 120,000× *g* for 60 min at 4 °C. The pellets were washed by centrifugation (120,000× *g*, 60 min, 4 °C) twice using a wash buffer (30 mM TRIS, 130 mM NaCl, pH 7.6). Finally, the seminal plasma exosome pellet was then re-suspended in 250 μL nuclease free water and stored at −80 °C until use.

### 3.6. Sperm Apoptosis Detection by Flow Cytometry

An annexin V-FITC apoptosis detection kit was purchased from BD Pharmingen (San Diego, CA, USA) for the detection of sperm cell apoptosis by flow cytometry. A BTS fresh diluted semen sample (50 mL per pig) was centrifuged at 400× *g* for 12 min, before the supernatant was discarded. We washed the collected sperm cells with ethyleneglycol-bis-(β-amino-ethyl)-*N*,*N′*-tetraacetate (EGTA)/Hepes [66], collected sperm cells by centrifugation 400× *g* for 10 min, and discarded supernatant cells. Samples were subjected to double-staining of Annexin V-FITC/propidium iodide (PI) for 10 min and then proceeded to flow cytometry assays.

### 3.7. Atomic Force Microscopy (AFM)

To characterize the morphology of seminal plasma exosomes, samples was diluted 1:100 in deionized water, followed by 20 min fixation in freshly cleaved mica sheets. In order to provide a surface coated with formulations of a suitable density, the mica sheets were rinsed three times with deionized water and further dried with a filter paper before detection. Surface morphological characteristics of semen plasma exosomes were examined under an MFP-3D atomic force microscope (Asylum Research, Santa Barbara, CA, USA), as described in a previous report [65].

### 3.8. Western Blot Analysis

Total proteins were extracted from the sperm and the seminal plasma exosomes as previously described [65]. The protein concentrations were determined by a BCA Protein Assay Kit (Thermo Scientific, Rockford, IL, USA). Thirty milligrams of protein was separated on an 8% SDS-PAGE gel and then transferred to nitrocellulose membranes. The defatted milk was used to block the membranes for 2 h at room temperature and then the blocked membranes were incubated for 2 h with either a 1:1000 dilution of rabbit anti-alpha Tubulin (Abcam, Cambridge, MA, USA), a 1:1000 dilution of mouse anti-CD63 (Abcam), or a 1:200 dilution of mouse anti-TSG101 (Abcam). The washed blots were incubated for 90 min at room temperature with goat anti-mouse or anti-rabbit immunoglobulins (IgG) horseradish peroxidase (HRP) conjugated secondary anti-bodies (diluted 1:5000 in TBS containing 0.1% Tween-20 (TBST)). The antigen–antibody bands were scanned and visualized using a GS-700 imaging densitometer (Bio-Rad Laboratories, Hercules, CA, USA) and analyzed using Image Studio version 4.0 software (LI-COR Biosciences, Lincoln, NE, USA).

### 3.9. Sperm Quality Detection

Semen samples were preheated to 37 °C for 20 min and then 20 μL were dropwise added to a pre-warmed cell Counting-Chamber (Makler; 10 mm depth; Sefi Medical Instruments, Haifa, Israel). The sperm quality parameters were examined at 100× magnification with an Olympus BX41 microscope (Olympus Life Science Europe GMBH, Hamburg, Germany) equipped with phase-contrast optics and Sperm Class Analyzer 5 software (Microptic SL, Barcelona, Spain). A minimum of three replicates per seminal dose, with 1000 spermatozoa each, were analyzed. The motility parameters were evaluated in consecutive digitalized frames automatically acquired by Sperm Class Analyzer 5 software (Microptic SL, Barcelona, Spain) in each field. The definition of motility parameters, including VCL, VAP, VSL, ALH, LIN, STR, and WOB, was according to previous reports [67,68].

### 3.10. Small RNA Sequencing and Data Analysis

Total RNA from sperm and seminal plasma exosomes were extracted using Trizol Reagent (Takara, Shiga, Japan). Evaluation of the quality and integrity of extracted RNA was carried out on an Agilent 2100 Bioanalyzer (Agilent Technologies, Redwood City, CA, USA). Small RNA-seq libraries were constructed and then sequenced on an Illumina HiSeq 2500 sequencing platform ((Illumina, Santa Clara, CA, USA). In brief, small RNA fractions (length from 18–30 nucleotides) were isolated from extracted total RNA by polyacrylamide gel electrophoresis (PAGE, 15% Tris-borate-EDTA). The isolated small RNA fractions were ligated with 3′ and 5′ adaptors and reverse-transcribed to cDNA for PCR amplification. Finally, the PCR products were sequenced on Illumina HiSeq 2500 platform. The raw sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo) under the accession number GSE111985.

To identify the porcine miRNAs, the initial sequence was subjected to a series of stringent filters (such as removing low-quality reads, repeated sequences, and adaptor sequences). Filtered sequences were then mapped to a reference pig genome (Sscrofa11.1) with stringent criteria (0 mismatch in the first 18 bp) using Bowtie software [69]. Next, the retained sequences were mapped to the known porcine precursor miRNAs recorded in miRBase 21.0 (www.mirbase.org) for miRNA annotation and expression profiling (maximum of two mismatches allowed), using the NCBI Local BLAST.

### 3.11. Prediction and Functional Annotation of Sperm and Seminal Plasma Exosomes DE MiRNA Targets

To explore the potential functions of the sperm DE miRNAs, candidate miRNAs target prediction and functional enrichment analysis were conducted using DIANA-mirPath v3.0 online software (http://www.microrna.gr/miRPathv3) [32]. The predictions were made based on human mRNA–miRNA interactions using TarBase v7.0 (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=tarbase/index), as porcine miRNAs were not available in the current version of the abovementioned algorithm. The gene ontology (GO) terms (including biological process (BP), cellular component (CC) and molecular function (MF)) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were selected for the functional annotation of predicted target genes.

### 3.12. miRNA Transfection in Sperm

On the basis of the small RNA-seq results and bioinformatics prediction, miR-26a-5p and let-7g-5p were selected to further verify their biological functions. The specific miRNA mimics and inhibitors were purchased from RIBOBIO (Guangzhou, China). Following the instructions in the user manual, sperm transfection was carried out using X-treme GENE siRNA Transfection Reagent (Roche, Basel, Switzerland). Briefly, the swim-up methods were used for preprocessing the diluent semen to obtain the portion containing high-quality sperm [57]. Separated sperm was washed twice using BTS at 1000× *g* for 20 min. Next, five groups of sperm were prepared, including a control (no transfection); mimic-transfected; mimic control-transfected; inhibitor-transfected; and inhibitor control-transfected. The miRNA transfection solution and sperm medium were sufficiently mixed at a final concentration of 50 nM for the mimic/mimic control-transfected groups, or 100 nM for the inhibitor/inhibitor control-transfected groups. All groups were placed at 17 °C for 8 h and then used for the following experiment.

### 3.13. Dual Luciferase Reporter Assay

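Porcine PTEN lies on the plus strand of chromosome 14 of Sscrofa11.1 (99929590 to 100021619 over its 2 RefSeq transcripts), and its curated transcript (99930056 to 100021619) has 9 exons and a 3′ UTR of 289 nt. The site drawn in Fig. 4A, CATCATAAGAAACAAACTTGAA, lies in this 3′ UTR at 100021360 to 100021381 and ends in ACTTGAA (100021375 to 100021381). ACTTGAA pairs with positions 2 to 7 of miR-26a-5p and has an A opposite its first base, a 7mer-A1 match, and no 8mer or 7mer-m8 match to the seed TCAAGTA was found in the transcript. Another 7mer-A1 match lies in the coding sequence (99955229 to 99955235). A predicted second PTEN transcript, with a 3′ UTR of 199 nt, does not hold the drawn site. PMAIP1 lies on the minus strand of chromosome 1 (161184458 to 161188138), with 2 exons and a 5′ UTR of 177 nt. Its site drawn in Fig. 4A, CGCGCGCAGCCTGCTACCTGCAG, lies in the 5′ UTR at 161188034 to 161188056. It holds CTACCT (161188038 to 161188043), an offset match to positions 3 to 8 of let-7g-5p, and no 6mer, 7mer or 8mer match to the seed GAGGTAG was found in the transcript. Seeds were searched in the annotated transcripts only, so that matches in parts of the UTRs missing from the annotation would not be seen. These positions come from the reference genome alone, and no sample was measured for them.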

The potential binding sites of miR-26a-5p and let-7g-5p in porcine *PTEN* and *PMAIP1* mRNA sequences were predicted by TargetScan [40] and RNAhybrid [41], respectively. Luciferase activity assays were performed to evaluate a relationship between candidate miRNA and its potential target genes. In brief, the potentially targeted mRNAs (*PTEN* and *PMAIP1*) containing binding sites of miR-26a-5p and let-7g-5p, respectively, were synthesized by Tsingke (Chengdu, China) (Figure 4A). The sequences were cloned into the 3′ end of the firefly (luc2) luciferase reporter gene of the pmirGLO plasmid (Promega, Madison, WI, USA). Porcine kidney cells line (PK15) were cultured in 24-well plates and when the cells reached about 70% confluence, the recombinant pmirGLO vector was co-transfected with ssc-miR-26a-5p/ssc-let-7g-5p mimics or negative control oligos into these cells by Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA). PK15 cells were collected 48 h after the transfection and dual-luciferase activity was measured using the Dual-Luciferase Reporter Assay System kit (Promega), according to the manufacturer’s instructions.

### 3.14. qRT–PCR

Total RNA was isolated from the sperm and the seminal plasma exosomes using TRIzol Reagent (Invitrogen), following the instructions in the user manual. The reverse transcription of mRNA and miRNA were carried out by PrimeScript RT reagent Kit (Takara, Dalian, China) with gDNA Eraser and Mir-X™ miRNA First Strand Synthesis Kit (Takara), respectively. The qRT-PCR was carried out on a CFX96 detection system (Bio-Rad Laboratories) with a SYBR Premix Ex Taq kit (Takara). All reactions were performed in triplicate and the thermal cycling parameters were as follows: 5 min at 95 °C, followed by 40 cycles of three-step amplification (15 s at 95 °C, 15 s at 60 °C, and 30 s at 72 °C). Relative expression levels of mRNAs and miRNAs were normalized by the expression of *GAPDH* and *U6*, respectively, and were calculated using the comparative 2-^ΔΔCt^ method [70]. Primer sequences used in this study are shown in Table S5. All primers used in this study were synthesized by Tsingke (Chengdu, China).

### 3.15. Statistical Analysis

For small RNA-seq data, we used the freely available R software [71] to analyze the difference in miRNAs expression. Statistical significance was calculated using a paired, two-tailed *t*-test. The computed *p*-values for the *t*-test were adjusted with the use of Benjamini–Hochberg false discovery rate (FDR) [72] correction. Differentially expressed miRNAs were defined as those exhibiting a Benjamini-corrected *p*-value ≤ 0.05 and a fold-change >2 or <0.5 in HC versus CT.

For other data, one way ANOVA with Tukey’s *post hoc* test and Student’s *t*-test were employed to evaluate the statistical significance for comparisons of multiple groups and two groups, respectively, using SPSS 19.0 software (SPSS Inc., Chicago, IL, USA).

## 4. Conclusions

In this study, we carried out hemicastration in prepubertal Yorkshire boars and successfully established a testosterone deficiency model, which showed obvious compensatory hyperplasia in the remaining testis and a significant enhancement of sperm apoptosis accompanied by a dramatic decline in sperm motility. Using the small RNA-seq approach, we compared miRNA profiles of sperm cells between HC and CT boars and revealed that DE miRNAs were mainly enriched in pathways involved in cell apoptosis, including mTOR and p53 signaling pathways. Furthermore, gain- and loss-of-function analyses and dual luciferase assays demonstrated that endogenous miR-26a-5p and let-7g-5p have potential anti-apoptotic and pro-survival functions in sperm cells by targeting *PTEN* and *PMAIP1* genes. Further comparisons revealed similarities in miRNA profiles between seminal plasma exosomes and sperm cells, both in HC and CT groups. Our study revealed that miRNAs in sperm cells and seminal plasma exosomes have important functions in the male reproductive system, which could be exploited for future treatments or novel diagnostic markers for male infertility.

## Figures and Tables

**Figure 1:**
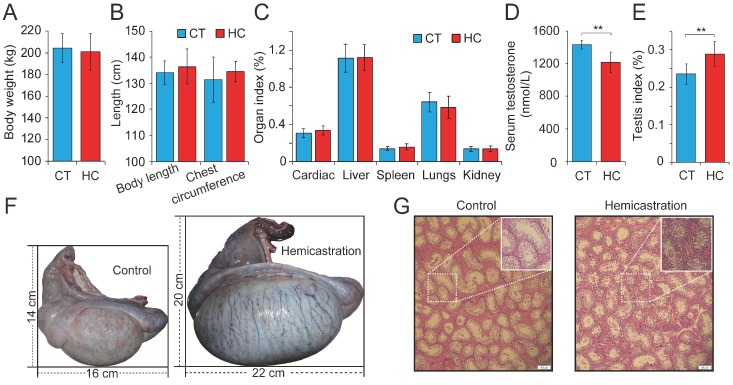

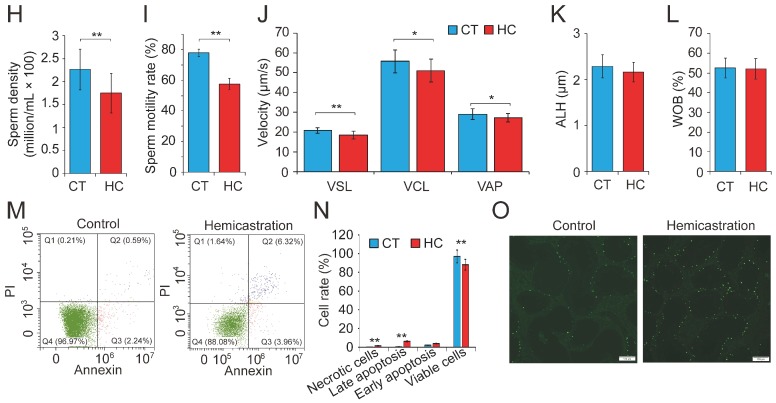
Altered profile of biological parameters between prepubertal hemicastration and control pigs. The influences of prepubertal hemicastration on porcine (**A**) body weight, (**B**) body size, and (**C**) main organ indexes. Prepubertal hemicastration significantly affected the (**D**) serum testosterone level, (**E**) testis index, and (**F**) testis size. (**G**) Histological analysis of the testis of control and hemicastrated pigs. Bars = 200 μm; 100× magnification; hematoxylin-eosin staining. (**H**) Sperm density of experimental pigs. (**I**) Sperm motility rate (%) represents the percentage of sperm showing motility. (**J**) Three motility parameters, including the curvilinear velocity (VCL, μm/s), average path velocity (VAP, μm/s) and straight line velocity (VSL, μm/s), were assessed for both experimental pig groups. (**K**) Amplitude of lateral head displacement (ALH, μm) for both experimental pig groups. (**L**) The wobble (WOB, %) measures the oscillation of the actual trajectory of sperm cells. (**M**,**N**) Sperm apoptosis rates of control and hemicastrated pigs were evaluated by flow cytometry analysis. (**O**) Apoptotic bodies in testicular tissues of control and hemicastrated pigs, detected as strongly green fluorescent cells. Bars = 100 μm; 200× magnification. CT and HC represent the prepubertally hemicastrated Yorkshire boars and normal controls, respectively. All data are expressed as means ± SD. * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
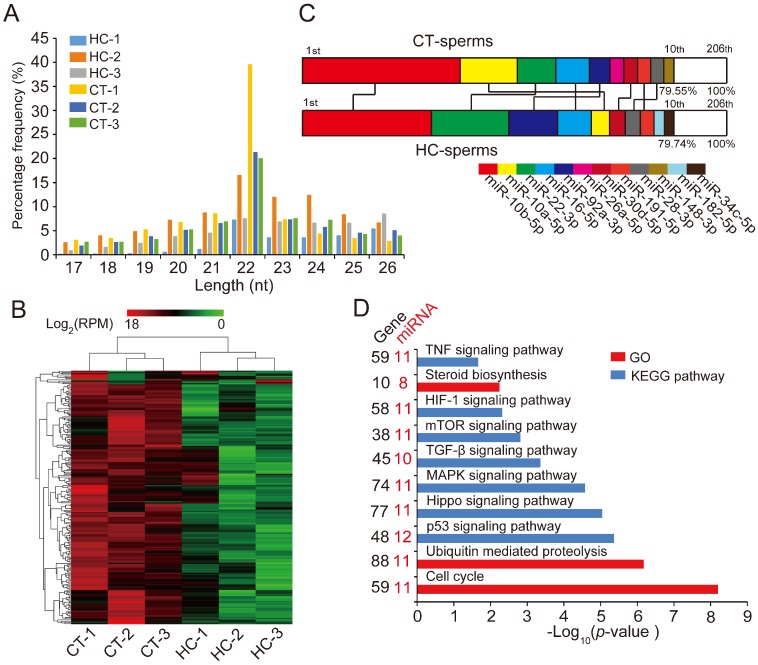

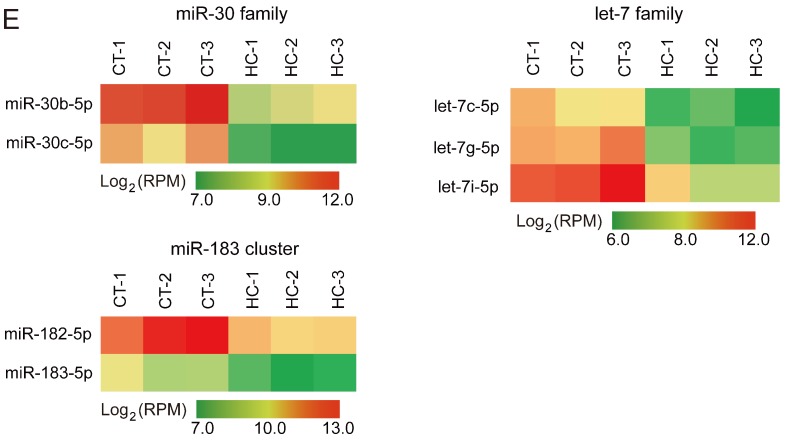
miRNA expression profiles of sperm cells in control and hemicastrated pigs. (**A**) The length distribution of identified miRNAs in all small RNA libraries. (**B**) Hierarchical clustering analysis for the expression of 206 known sperm miRNAs between control and hemicastrated pigs based on the Euclidean distance. Complete linkage hierarchic clustering was performed with the Euclidian distance measure. (**C**) Ranking analysis of the top 10 sperm miRNAs with the highest expression levels in control and hemicastrated pigs. The labels upper the bar represent the ranking of the top 10 miRNAs by expression, while the labels below the bar represent the accumulative % of the top 10 miRNAs in total read per million (RPM) of all expressed miRNAs. Seven miRNAs that are present in the top 10 position in both experimental groups are connected by lines. (**D**) Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of potential targets of the DE miRNAs. *p*-Values indicating the significance of enrichment were calculated by the Benjamini-corrected modified Fisher’s exact test. (**E**) Heat maps of the expression pattern of the DE sperm miRNA families and a cluster in control and hemicastrated groups. CT and HC represent prepubertally hemicastrated Yorkshire boars and controls, respectively.

**Figure 3:**
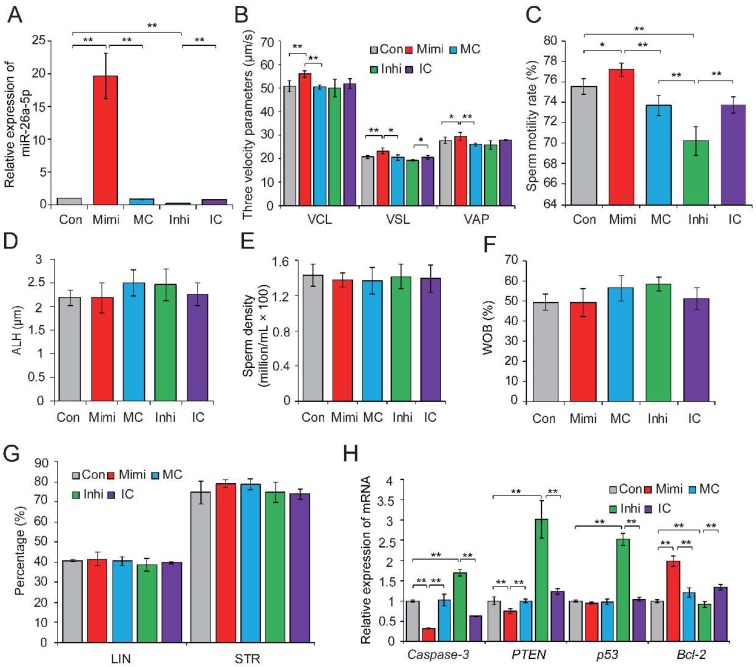
The miR-26a-5p-mediated regulation of sperm quality. (**A**) Relative expression levels of miR-26a-5p in control, mimic- and inhibitor-transfected sperm. (**B**) Effect of miR-26a-5p mimic and inhibitor on three velocity parameters of sperm cells, including curvilinear velocity (VCL, μm/s), average path velocity (VAP, μm/s) and straight line velocity (VSL, μm/s). (**C**) Effect of miR-26a-5p mimics and inhibitor on sperm motility rate (%). No significant changes were observed in (**D**) amplitude of lateral head displacement (ALH, μm), (**E**) sperm density (million/mL), (**F**) motility parameter wobble (WOB, %), or (**G**) linearity (LIN, %) and STR (%). (**H**) Effect of miR-26a-5p mimics and inhibitor on the expression levels of apoptosis-related genes. Con, control; Mimi, mimics; MC, mimic control; Inhi, inhibitor; IC, inhibitor control. CT and HC represent prepubertally hemicastrated Yorkshire boars and normal controls, respectively. Three independent experiments were performed in triplicate and all data are expressed as means ± SD. * *p* < 0.05, ** *p* < 0.01.

**Figure 4:**
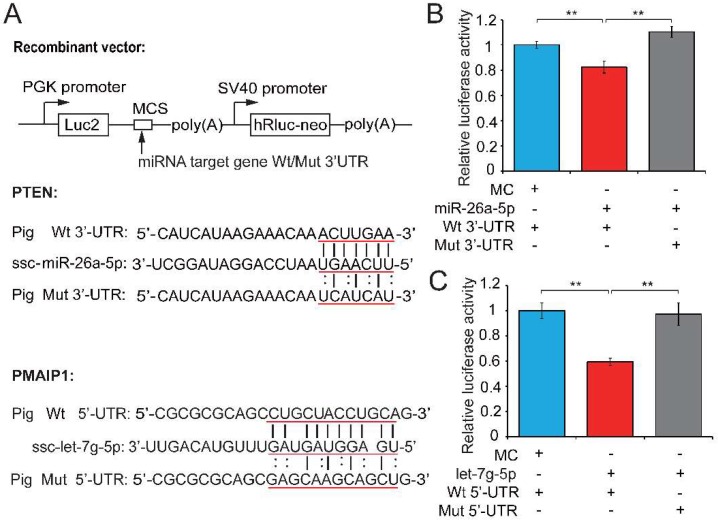
Testosterone-dependent miRNAs exert a pro-viability function by inhibiting pro-apoptotic factors. (**A**) Potential binding sites predicted by TargetScan [40] and RNAhybrid [41] for miR-26a-5p and let-7g-5p in the 3′-UTR of *PTEN* and the 5′-UTR of *PMAIP1*, respectively, and the mutant *PTEN* 3′-UTR and *PMAIP1* 5′-UTR used in our study. A luciferase reporter assay was performed by co-transfecting luciferase reporter containing the 3′-UTR of *PTEN* and 5′-UTR of *PMAIP1* (wild-type (Wt) or mutant (Mut)) with the mimic or control of miR-26a-5p and let-7g-5p into PK15 cells. The red underlined bases highlighted the miRNA seed sequences and their corresponding target sites in the mRNA UTR sequences. Luciferase activity was determined 48 h after transfection for (**B**) miR-26a-5p and (**C**) let-7g-5p. MC, mimics control. Three independent experiments were performed in triplicate and all data are expressed as means ± SD. ** *p* < 0.01.

**Figure 5:**
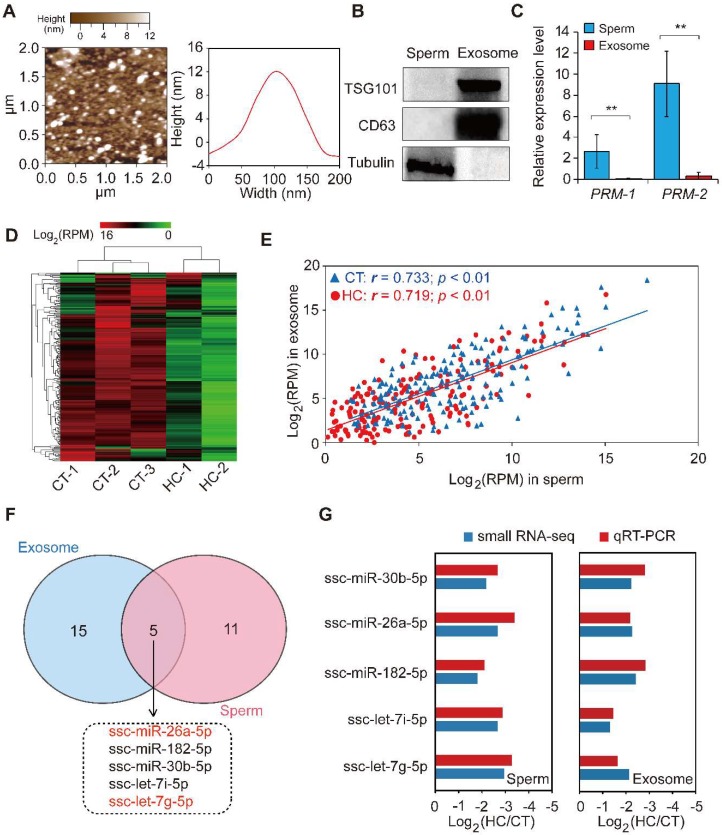
The comparison of miRNA data of sperm and seminal plasma exosomes. (**A**) Particle size distribution of CT-1 seminal plasma exosomes detected using atomic force microscopy. (**B**) Western blot analysis showing the enrichment of CD63 and CD81 and the absence of tubulin in CT-1 seminal plasma exosomes compared with sperm cell lysates. (**C**) The expression pattern of a sperm-specific marker, *PRM-1/2*, in sperm and seminal plasma exosomes. (**D**) Hierarchical clustering analysis for the expression of known exosomal miRNAs between control and hemicastrated pigs based on the Euclidean distance. (**E**) Spearman’s correlation of miRNA expression profiles between sperm and corresponding seminal plasma exosomes. (**F**) Venn diagram of DE miRNAs between sperm and seminal plasma exosomes in the HC versus CT group. (**G**) qRT-PCR validation of expression changes of five overlapping DE miRNAs between HC and CT groups. Three independent qRT-PCR experiments were performed in triplicate. All data are expressed as means ± SD. ** *p* < 0.01.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/4/1233/s1.

## Abbreviations

miRNA	microRNA
MAPK	mitogen-activated protein kinase
mTOR	mammalian target of rapamycin
PMAIP1	phorbol-12-myristate-13-acetate-induced protein 1
*PTEN*	phosphatase and tensin homologue
tRF	tRNA-derived RNA fragment
VSL	straight line velocity
VCL	curvilinear velocity
VAP	average path velocity
ALH	amplitude of lateral head displacement
WOB	wobble
LIN	linearity
STR	straightness
qRT-PCR	quantitative real-time PCR

# Supplementary material for: Testosterone-Dependent miR-26a-5p and let-7g-5p Act as Signaling Mediators to Regulate Sperm Apoptosis via Targeting PTEN and PMAIP1
**Source:** Int J Mol Sci. 2018 Apr 18;19(4):1233. doi: 10.3390/ijms19041233
**Supplement:** Supplementary file 1

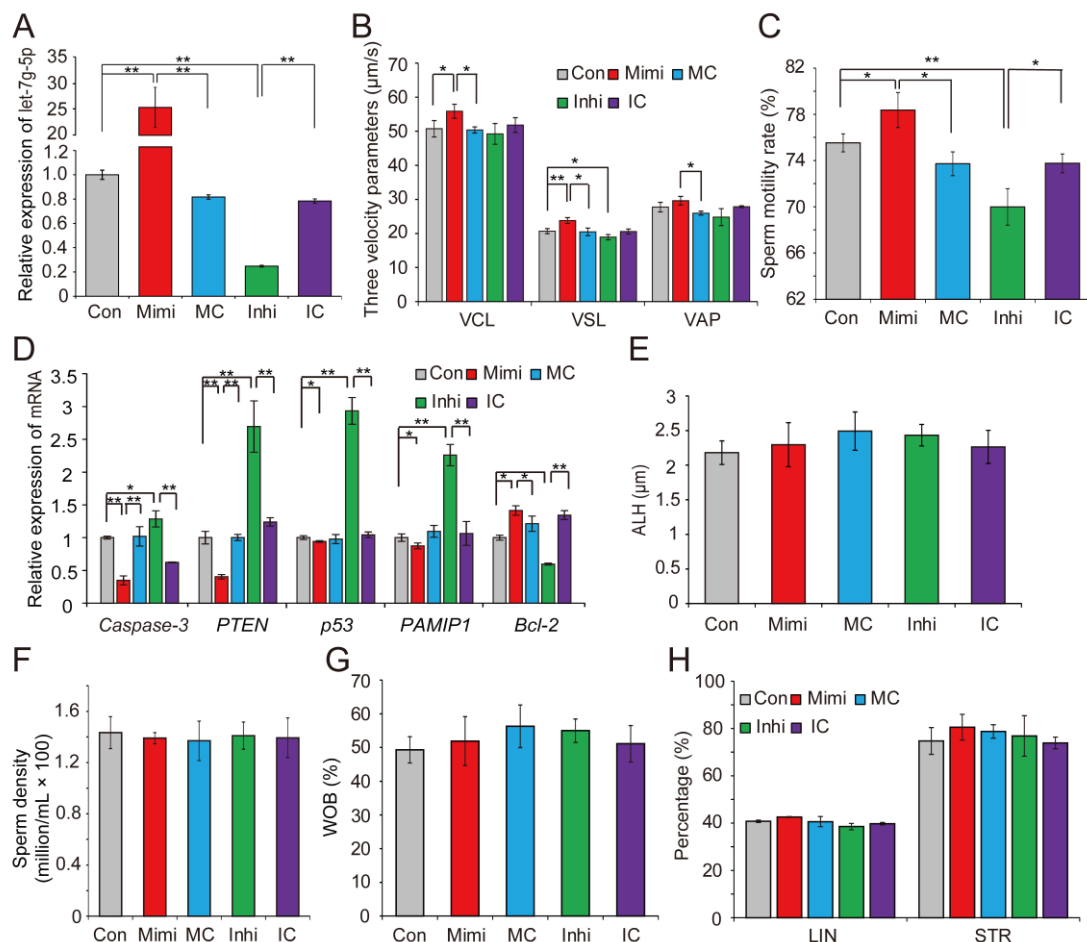

Figure S1. The let-7g-5p-mediated regulation of sperm quality. **(A)** Relative expression levels of let-7g-5p in control, mimic-, and inhibitor-transfected sperm. **(B)** Effect of let-7g-5p mimic and inhibitor on three velocity parameters of sperm cells, including curvilinear velocity (VCL, $\mu\text{m/s}$), average path velocity (VAP, $\mu\text{m/s}$), and straight line velocity (VSL, $\mu\text{m/s}$). **(C)** Effect of let-7g-5p mimics and inhibitor on sperm motility rate (%). **(D)** Effect of let-7g-5p mimics and inhibitor on the expression levels of apoptosis-related genes. No significant changes were observed in **(E)** amplitude of lateral head displacement (ALH, μm), **(F)** sperm density (million/mL), **(G)** motility parameter wobble (WOB, %), or **(H)** linearity (LIN, %) and STR (%). Con, control; Mimi, mimics; MC, mimic control; Inhi, inhibitor; IC, inhibitor control. CT and HC represent the prepubertally hemicastrated Yorkshire boars and normal controls, respectively. Three independent experiments were performed in triplicate and all data are expressed as means $\pm$ SD. * $p < 0.05$, ** $p < 0.01$.

How the deposited data were processed for this re-analysis (not part of the article)

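Small RNA libraries of sperm from 3 CT and 3 HC pigs and of seminal plasma exosomes from 3 CT and 2 HC pigs, 11 libraries in all, were analysed from the tables as deposited, 1 per library. The authors made the RPM values in these tables before they deposited them: they removed low-quality, repeated and adaptor sequences, mapped the rest to Sscrofa11.1 with Bowtie (the paper does not state its version) and to the porcine precursors of miRBase with local BLAST, and expressed each mature miRNA in reads per 1000000 (RPM). The reads in the denominator are not named, and the listed miRNAs sum to less than 1000000 RPM in every library. Libraries were grouped by the material and the CT or HC label of their sample.

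From the RPM the following was computed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each miRNA was tested for HC versus CT within a material by limma on log2(RPM + 1), with eBayes and a mean-variance trend and no covariate, and adjusted by Benjamini-Hochberg over all listed miRNAs of that material. It was taken as DE at an adjusted p of at most 0.05 and a ratio of mean RPM above 2 or below 0.5. Every adjusted p in the text is from limma unless another test is named. No count-based test was used. The difference between the materials was tested in 1 limma fit of the 11 libraries with an interaction contrast. Sums of RPM and shares of single miRNAs were tested by two-sided exact permutation, and correlations across miRNAs by 100000 permutations, or by all permutations for 5 miRNAs. Libraries were clustered on log2(RPM + 1) by complete linkage of Euclidean distances.

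A total of 17 lists of miRNAs were fixed before the deposited tables were opened, but values in the paper's own tables, with RPM of the same libraries, had been seen. The same holds for the tests and alternatives set at that time. These lists were tested in each material with camera, at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 17 lists, and with fry. They are the let-7 family, the miR-30 family, the miR-183 cluster, the miR-10, miR-100 and miR-125 families, the miR-15 and miR-16 family and the miR-17-92 clusters. Others are testis and gonad, epithelial, erythroid, leukocyte, endothelial, stromal and muscle miRNAs, miR-192, miR-194 and miR-215 together with miR-122-5p, and pig-specific miRBase entries. The rest are the miRNAs of Tables S2 and S4, which the study chose on these libraries. The miRNAs named in the text were taken by a rule set at the same time: those in Tables S2 and S4, whose values had been seen, those the paper names, the 10 with the largest change among DE miRNAs whose groups do not overlap, and examples from each list. miR-423-5p, miR-374a-3p and miR-215-5p were added after their values were seen.

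The alternatives were a pseudocount of 0.1 or 10, a mean RPM of at least 1 or 10, rescaling to 1000000 over the listed miRNAs, TMM factors (trimming 30% of ratios and 5% of abundances on each side) and median-of-ratios factors computed from the RPM, eBayes without a trend, an unmoderated unpaired equal-variance test on log2(RPM + 1) with and without adjustment, the replicate number as a block, an unmoderated paired test in sperm, and each library left out in turn. The reads per library were estimated as 1000000 divided by the smallest step between values under 5 RPM, on the assumption that the step is 1 read, which values between whole multiples leave unproven. They lay between 7.02 and 10.8 in units of 1000000, with steps of 0.0929 to 0.142 RPM.

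The tests were run first on simulated data with known answers, 20 sets per material with 40 changed miRNAs each. Changes of 1, 2 and 3 on the log2 scale were recovered in 6.43%, 49.2% and 81.9% of cases in sperm and in 14.3%, 69.2% and 93.8% in exosomes, and 0.542% and 0.740% of unchanged miRNAs were called. These sets held no shift of the whole profile in HC. No set held shifts of whole libraries within a group, although the summed RPM varied within groups here, and noise was drawn for each miRNA on its own. The rates may thus differ on the deposited RPM. Where every miRNA was also lowered by 2 on the log2 scale in HC, 83.4% and 87.7% of the otherwise unchanged miRNAs were called. Rescaling to the known-miRNA total brought this to 16.1% in sperm and 13.4% in exosomes. Seed matches and positions were read from the Sscrofa11.1 sequence and its RefSeq transcripts. The phenotypes, transfections, luciferase assays, qRT-PCR and pathway analysis of the paper, and the length distribution of all reads, were left out, since the tables hold no data for them.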

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

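The test of read numbers below was chosen after the result was seen, and the other tests of this part before the deposited tables were opened, when values in the paper's tables had been seen.

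Signals outside the miRNAs the paper discusses came from some marker lists of other cell types, the muscle and stromal miRNAs in both materials and the erythroid miRNAs in exosomes, which on the deposited RPM changed less than the other miRNAs. After rescaling to the known-miRNA total the muscle and stromal medians were 1.71 and 1.08 in sperm, against -0.20 over all miRNAs. In exosomes the muscle, stromal and erythroid medians were 2.03, 1.76 and 1.65, against -0.27. With an estimated correlation camera set none of them apart after rescaling (adjusted p = 0.669 in sperm and 0.719 in exosomes), but at the preset one it did (0.00162 for both in sperm, and 5.93e-04, 0.00203 and 0.0332 in exosomes). The median log2 change of the muscle miRNAs lay above that of the other miRNAs by 1.85 in sperm (camera adjusted p = 0.0129, adjusted p = 0.549 with an estimated correlation) and by 2.23 in exosomes (camera adjusted p = 0.00103, adjusted p = 0.436 with an estimated correlation). For the stromal miRNAs, of which miR-199a-3p and miR-199b-3p have identical values, the differences were 1.20 in sperm (camera adjusted p = 0.0129, adjusted p = 0.549 with an estimated correlation) and 1.96 in exosomes (camera adjusted p = 0.00187, adjusted p = 0.578 with an estimated correlation). For the erythroid miRNAs, miR-451-5p and miR-486-1-3p, the difference was 1.83 in exosomes (camera adjusted p = 0.0202, adjusted p = 0.578 with an estimated correlation), but in sperm, where miR-451-5p had the largest fall among DE miRNAs, 3 of 3 erythroid miRNAs fell and their median of -2.05 was close to the -1.99 of the others (camera adjusted p = 0.635). In sperm 1 of 3 muscle and 0 of 3 stromal miRNAs fell, in exosomes none of the 3 muscle, 3 stromal and 2 erythroid miRNAs fell or rose by limma, and the counts were the same when adjusted over each list alone. miR-133a-3p of muscle had 43.4 ± 11.4 RPM (SD, n = 3) in CT and 64.5 ± 13.9 RPM (SD, n = 2) in HC exosomes, a log2 fold change of 0.57 (adjusted p = 0.463) as deposited and of 2.38 (adjusted p = 0.0256) after rescaling to the known-miRNA total.

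The first pattern weighed is the lower RPM of most known miRNAs in HC sperm. The tables argue against a fall of miR-10b-5p alone, since without it the HC/CT ratio of the summed RPM stayed at 0.275 and every HC library below every CT library. Sums without more of the abundant miRNAs were not taken, but the log2 fold change was negative for 204 of the 206 miRNAs. Fewer reads in the HC libraries would not by themselves lower the summed RPM to 0.253 of CT, since RPM are expressed per 1000000 reads. Whether read numbers differed, and acted on miRNAs with few reads, stays open, since these numbers rest on the RPM steps, which are not shown to be 1 read. If they are, in units of 1000000 reads the highest HC library had 9.35 and the lowest CT library 7.84. The known miRNAs as a whole took a smaller part of the HC libraries. Whether a single shift per library accounts for the lower RPM of the single miRNAs remains open: after rescaling to the known-miRNA total limma called 0 of the 162 miRNAs lower, with 12 miRNAs at an unadjusted p under 0.05. On the deposited RPM the real split of the libraries called 162 miRNAs and the highest of the other splits 0, and 10 splits, of which 1 reached the real count, are too few for a share under 0.05. After rescaling the real split called 0, and CT-1, CT-2 and HC-1 against the rest called 5. Whether such a shift came from hemicastration or from RNA quality, library preparation or the reads that make up the RPM denominator was not tested, since these cannot be separated from the groups here. The paper reports that changes measured by qRT-PCR against a reference RNA, for the DE miRNAs it found in both materials, correlated with the sequencing. Those measurements were not examined here, since the deposited data do not hold them.

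The second pattern is the lower RPM of most known miRNAs in HC exosomes. A fall of miR-10b-5p alone is argued against, since without it the HC/CT ratio of the summed RPM was 0.278 and both HC libraries stayed below every CT library. Sums without more of the abundant miRNAs were not taken here either, and the log2 fold change was negative for 202 of the 209 miRNAs. A single shift per library remains open: after rescaling limma called 0 of the 130 miRNAs lower and miR-133a-3p higher, with 40 miRNAs at an unadjusted p under 0.05. If the step is 1 read, the estimated reads of both HC exosome libraries lay below those of every CT library (7.36 and 7.52 against a lowest CT value of 9.50, in units of 1000000), a difference that goes with the groups. Fewer reads would not by themselves lower the summed RPM to 0.305 of CT, since RPM are expressed per 1000000 reads. Hemicastration and the technical sources named for sperm stay open here as well.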

How the results depend on the processing

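The replicate block with rescaling, and the sums with each sequence counted once, were chosen after seeing the data, and the other alternatives before the deposited tables were opened. The planned edgeR and DESeq2 fits on reads recovered from the RPM steps were not run, since fewer values lie under 5 RPM than the check for whole reads needs, and 15 of 715 values under 50 RPM in sperm and 7 of 587 in exosomes lie between whole multiples of the step. The results rest on the RPM as deposited, and a test of 3 libraries against 3 or 2 recovers few small changes: after rescaling, changes of 1 on the log2 scale were recovered in 11.4% of simulated cases in sperm and 22.1% in exosomes. Changes of 2 and 3 were recovered in 42.7% and 81.2% in sperm and in 61.9% and 91.2% in exosomes. Where all miRNAs were also lowered by 2, these were 49.6% and 86.2% in sperm and 72.7% and 90.8% in exosomes. The cause was not tested for any value below.

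With rescaling to the known-miRNA total, TMM factors and median-of-ratios factors, the number of DE miRNAs was 0, 0 and 0 in sperm (162 on the deposited RPM), 1, 3 and 3 in exosomes (130) and 0, 0 and 0 shared by both (103). The unmoderated unpaired test gave 116, 95 and 56 without adjustment and 65, 1 (let-7i-5p) and 1 with it. A pseudocount of 0.1 gave 162, 128 and 100, one of 10 gave 144, 124 and 97, and eBayes without a trend 157, 125 and 97. A mean RPM of at least 1 removed no miRNA, and one of at least 10 gave 118 of 138, 106 of 147 and 78.

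CT and HC pigs came from sibling pairs, but the replicate numbers are not said to mark them, and the deviations of same-numbered sperm libraries from their group means correlated by -0.069, -0.33 and -0.24, while 2 HC exosome libraries mirror each other and cannot show this. With the replicate number as a block, limma called 128, 132 and 89, with miR-202-3p higher in exosomes, the unmoderated paired test with adjustment called 0 in sperm (55 at an unadjusted p under 0.05), and the block with rescaling called 0, 1 (miR-202-3p, higher) and 0.

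Among the named miRNAs, 674 of 972 values kept their direction and their side of the threshold, 221 kept the direction and lost the call, 13 kept it and gained the call, 29 turned direction and lost the call, and 35 of miRNAs that were not DE turned direction and stayed not DE. Of 153 such values of the named lists, 121 kept both, 11, of the miR-30 family and the miR-183 cluster in sperm, turned direction without a call, 19 lost the call and 2 gained it. Among the named miRNAs DE on the deposited RPM, the log2 fold change in sperm turned positive with rescaling, with or without the replicate block (0.084 for let-7e-5p, 0.23 for miR-30d-5p, 0.061 for miR-30e-5p and 0.32 for miR-182-5p), with TMM factors (0.20 for let-7e-5p, 0.34 for miR-30d-5p, 0.18 for miR-30e-5p and 0.44 for miR-182-5p, and 0.016 for miR-30b-5p and 0.023 for miR-34c-1-5p) and with median-of-ratios factors (0.16 for let-7e-5p, 0.30 for miR-30d-5p, 0.14 for miR-30e-5p and 0.40 for miR-182-5p), and in exosomes with TMM factors for let-7i-5p (0.044) and with rescaling, TMM and median-of-ratios factors for let-7d-5p (0.054, 0.41 and 0.32), let-7f-2-5p (0.24, 0.60 and 0.51) and miR-30d-5p (0.25, 0.61 and 0.52, and 0.085 with rescaling and the block). Among those not DE, it turned positive with rescaling, and also with rescaling and the block, TMM factors and median-of-ratios factors, for miR-182-5p (0.50 with rescaling), miR-125a-5p (0.55) and miR-451-5p (1.33) in exosomes and for miR-133a-3p (1.91), miR-143-3p (1.72) and miR-208b-3p (1.71) in sperm, and it turned without a single library for miR-133a-3p, miR-202-3p, miR-208b-3p and miR-423-5p in sperm and for miR-143-3p, miR-202-3p, miR-451-5p and miR-486-1-3p in exosomes. The sperm libraries did not part into CT and HC (0 in place of 1) with rescaling, TMM factors or 1 minus the Spearman correlation, and the exosome libraries parted in all 7 alternatives. The number of lists called in sperm (3) was 0 at a mean RPM of at least 10, 2, 2 and 2 with rescaling, TMM and median-of-ratios factors and 5 with the replicate block, and in exosomes (4) it was 2 at a mean RPM of at least 10 and 3, 2 and 3 with those scalings. All these list counts are from camera at its preset correlation, and with an estimated correlation 0 lists were called in either material, on the deposited RPM, in each alternative run on the lists and without any single library. With a pseudocount of 10, 3 miRNAs differed between the materials in place of 0. With group and replicate number as a random block for the animal, which the numbers are not said to mark, 0 differed (correlation within blocks -0.16).

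Leaving out each library in turn gave 89 to 173 DE miRNAs in sperm, 49 to 142 in exosomes and 45 to 114 shared, 0 to 1 that differed between the materials, 2 to 4 lists in sperm and 2 to 5 in exosomes at the preset correlation (0 with an estimated one), HC/CT ratios of the summed RPM of 0.200 to 0.311 and 0.191 to 0.419, and a rho between the materials of 0.653 to 0.694 in CT and 0.607 to 0.673 in HC pigs. Counting each sequence once left the ratios at 0.253 and 0.305.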

Differences from the paper's values

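The thresholds of the paper were used for each count. In sperm 162 DE miRNAs were found and the paper states 16, and in exosomes 130 and the paper states 20. The shared number was 103 and the paper states 5. None of the alternatives set before the deposited tables were opened reached any of these 3 values of the paper: the sperm count lay between 0 and 173 over them, the exosome count between 1 and 142 and the shared count between 0 and 114.

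The RPM and folds of all 16 miRNAs of Table S2 and all 20 of Table S4 equal those of the deposited tables within 1%. Their p, named Benjamini-corrected in the paper's text, equal those of an unmoderated unpaired equal-variance test on log2(RPM + 1) before adjustment in 16 of 16 and 20 of 20 cases and those after adjustment in 0 and 0. That test without adjustment passed both thresholds for 116 miRNAs in sperm and 95 in exosomes. The paper's methods name a paired test with adjustment and do not say which libraries were paired. With sperm libraries paired by replicate number, an unmoderated paired test with adjustment called 0, with 55 at an unadjusted p under 0.05. All 16 miRNAs of Table S2 were DE here, with 146 more outside it. Of Table S4, miR-182-5p and miR-125a-5p were not DE here (log2 fold changes -1.32 and -1.27, adjusted p = 0.0788 and 0.106 from limma). miR-182-5p was DE without HC-1 (adjusted p = 0.0387), and both passed the unmoderated test without adjustment.

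The Spearman correlation of sperm and exosomes was 0.677 in CT and 0.655 in HC pigs, and the paper's values are 0.733 and 0.719. The differences stay within the spread of library pairs over all miRNAs listed in either material (0.701 and 0.695), without CT exosome replicate 2 (0.694) and without HC sperm replicate 1 (0.673), and under the other alternatives they do not. Pearson's r on the mean of log2(RPM + 1) was 0.747 and 0.730. Over the 5 miRNAs common to Tables S2 and S4, Spearman's rho was 1 in CT pigs, and the paper's value is 0.994, which a rank correlation of 5 values cannot take. Pearson's r was 0.976 on log2 mean RPM and 0.937 on mean RPM in CT pigs, and in HC pigs 0.894 on mean RPM, the paper's value for HC pigs.

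The legend of Fig. 2C gives a smaller number of miRNAs in both top 10 lists than the paper's text, and 8 were found here, as in the text. The legend of Fig. 2 assigns the letters CT and HC the other way round than the text, and here CT is the control, as in the sample labels. In Fig. 5G the exosome bar of miR-182-5p is longer than that of let-7i-5p, and here the log2 fold changes are -1.32 and -2.13. The paper describes the branches of CT and HC sperm as fully separate, as found here on the deposited RPM, and not on RPM rescaled to the known-miRNA total, where distances averaged 18.3 within and 18.4 between groups. The chromosomal positions in Tables S1 and S3 matched those in Sscrofa11.1 for 0 of 37 named miRNAs in each table that have positions.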

Other observations

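The comparison of mean RPM over the 4 groups and the test of sperm against exosomes of other boars were chosen after the values were seen, and the other tests of this part before the deposited tables were opened.

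A few miRNAs had similar mean RPM in all 4 groups while most fell in HC pigs. Over the 4 groups, the highest mean lay within 1.5 times the lowest for 4 of the 177 miRNAs listed in both materials, miR-143-3p of stromal cells, miR-208b-3p and miR-133a-3p of muscle and miR-215-5p, the last chosen after its values were seen and with a wider range over libraries (7.38 to 25.9 RPM), against a median ratio of 15.8 over the 177. miR-143-3p had 91.5 ± 19.6 RPM in CT sperm (SD, n = 3), 73.2 ± 18.2 in HC sperm (SD, n = 3), 78.9 ± 6.60 in CT exosomes (SD, n = 3) and 85.2 ± 22.3 in HC exosomes (SD, n = 2). Its log2 fold change was -0.32 in sperm (adjusted p = 0.607) and 0.088 in exosomes (adjusted p = 0.907). miR-208b-3p had 3.92 ± 1.34 RPM in CT sperm (SD, n = 3), 3.30 ± 0.679 in HC sperm (SD, n = 3), 2.91 ± 0.587 in CT exosomes (SD, n = 3) and 4.11 ± 0.726 in HC exosomes (SD, n = 2). miR-215-5p had 13.4 ± 2.43 RPM in CT sperm (SD, n = 3), 14.2 ± 10.2 in HC sperm (SD, n = 3), 19.1 ± 6.57 in CT exosomes (SD, n = 3) and 12.8 ± 0.856 in HC exosomes (SD, n = 2). miR-133a-3p had 56.6 ± 10.1 RPM in CT and 51.9 ± 10.8 in HC sperm (SD, n = 3 each). In exosomes miR-202-3p of the gonad had 67.7 ± 60.7 RPM (SD, n = 3) in CT and 169 ± 230.3 RPM (SD, n = 2) in HC pigs (log2 fold change 0.76, adjusted p = 0.324), but -1.08 without CT-2 and -2.05 without HC-1, and without HC-2 3.58 (adjusted p = 0.0234).

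Most members of the other families fixed as lists fell in sperm. Among the miR-10, miR-100 and miR-125 families 7 of 7 miRNAs fell in sperm and 4 of 7 in exosomes, of the miR-15 and miR-16 family 4 of 4 and 5 of 5, and of the miR-17-92 clusters 8 of 9 and 4 of 7, although after rescaling to the known-miRNA total the median log2 fold change was 0.096 for the miR-15 and miR-16 family in sperm and 0.19 for the miR-10, miR-100 and miR-125 families in exosomes. miR-15a-5p had 69.6 ± 37.1 RPM (SD, n = 3) in CT and 7.14 ± 2.01 RPM (SD, n = 2) in HC exosomes (log2 fold change -2.97, adjusted p = 3.08e-04). Of the testis and gonad miRNAs 2 of 3 fell in sperm and 1 of 3 in exosomes, among them miR-34c-1-5p in sperm, with 8591 ± 2136 RPM (SD, n = 3) in CT and 2125 ± 1258 RPM (SD, n = 3) in HC sperm (log2 fold change -2.14, adjusted p = 0.0102, and 0.023 with TMM factors). Of the markers of other cell types, the leukocyte miRNAs fell in 4 of 6 cases in sperm and 3 of 6 (2 when adjusted over the list alone) in exosomes, the epithelial miRNAs in 1 of 2 and 1 of 2, the endothelial miRNAs in 1 of 2 and 2 of 2, and the erythroid miRNAs in 3 of 3 in sperm. miR-142-5p of white blood cells had 205 ± 121 RPM (SD, n = 3) in CT and 27.7 ± 22.4 RPM (SD, n = 3) in HC sperm (log2 fold change -3.02, adjusted p = 0.00670), and miR-126-5p of endothelium a log2 fold change of -3.14 in exosomes (adjusted p = 2.62e-04). The small exosome p of miR-15a-5p and miR-126-5p rest on limma's moderation. After adjustment the unmoderated unpaired test called let-7i-5p alone in exosomes. In the list of miR-192, miR-194, miR-215 and miR-122-5p 3 of 4 miRNAs fell in sperm and 2 of 3 in exosomes. Of the pig-specific entries 8 of 15 (7 when adjusted over the list alone) and 7 of 16 fell. Of the Table S4 list 19 of 20 fell in sperm, and of the Table S2 list 10 of 15 in exosomes. Where no other number is given, the counts were the same when adjusted over the list alone, camera set none of these lists apart from the other miRNAs, and after rescaling to the known-miRNA total none of their members was called lower. After that rescaling the median log2 fold change was also positive for the testis and gonad miRNAs in sperm (0.23) and exosomes (0.44), and in exosomes for the leukocyte miRNAs (0.028). In sperm it was also positive for the endothelial miRNAs (0.35), the list of miR-192, miR-194, miR-215 and miR-122-5p (0.25) and the pig-specific entries (0.19).

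The third pattern weighed is the like rank of miRNAs in sperm and exosomes within each group. RNA of the same boar in both preparations is argued against as its whole source, since CT sperm against HC exosomes, from other boars, still gave a rho of 0.638 and HC sperm against CT exosomes one of 0.665. Whether it adds to the like rank stays open: 1 of the 5 sperm libraries with an exosome library of the same group and number correlated best with it, but exosome CT-3 was the best match of all 5, so that this count decides nothing, and the numbers are not said to mark boars. An abundance order common to all these libraries, whatever the group, remains open: the rank correlation matched by group minus the crossed one was 0.0397 for CT sperm and -0.0106 for HC sperm. Whether exosomes passed miRNAs to sperm was not tested, since no sample separates RNA made in sperm from RNA taken up.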
